# Orthologous proteins of experimental de- and remyelination are differentially regulated in the CSF proteome of multiple sclerosis subtypes

**DOI:** 10.1371/journal.pone.0202530

**Published:** 2018-08-16

**Authors:** Nellie A. Martin, Arkadiusz Nawrocki, Viktor Molnar, Maria L. Elkjaer, Eva K. Thygesen, Miklos Palkovits, Peter Acs, Tobias Sejbaek, Helle H. Nielsen, Zoltan Hegedus, Finn Sellebjerg, Tihamer Molnar, Eudes G. V. Barbosa, Nicolas Alcaraz, Ferenc Gallyas, Asa F. Svenningsen, Jan Baumbach, Hans Lassmann, Martin R. Larsen, Zsolt Illes

## Abstract

**Objective:**

Here, we applied a multi-omics approach (i) to examine molecular pathways related to de- and remyelination in multiple sclerosis (MS) lesions; and (ii) to translate these findings to the CSF proteome in order to identify molecules that are differentially expressed among MS subtypes.

**Methods:**

To relate differentially expressed genes in MS lesions to de- and remyelination, we compared transcriptome of MS lesions to transcriptome of cuprizone (CPZ)-induced de- and remyelination. Protein products of the overlapping orthologous genes were measured within the CSF by quantitative proteomics, parallel reaction monitoring (PRM). Differentially regulated proteins were correlated with molecular markers of inflammation by using MesoScale multiplex immunoassay. Expression kinetics of differentially regulated orthologous genes and proteins were examined in the CPZ model.

**Results:**

In the demyelinated and remyelinated corpus callosum, we detected 1239 differentially expressed genes; 91 orthologues were also differentially expressed in MS lesions. Pathway analysis of these orthologues suggested that the TYROBP (DAP12)-TREM2 pathway, TNF-receptor 1, CYBA and the proteasome subunit PSMB9 were related to de- and remyelination. We designed 129 peptides representing 51 orthologous proteins, measured them by PRM in 97 individual CSF, and compared their levels between relapsing (n = 40) and progressive MS (n = 57). Four proteins were differentially regulated among relapsing and progressive MS: tyrosine protein kinase receptor UFO (UFO), TIMP-1, apolipoprotein C-II (APOC2), and beta-2-microglobulin (B2M). The orthologous genes/proteins in the mouse brain peaked during acute remyelination. UFO, TIMP-1 and B2M levels correlated inversely with inflammation in the CSF (IL-6, MCP-1/CCL2, TARC/CCL17). APOC2 showed positive correlation with IL-2, IL-16 and eotaxin-3/CCL26.

**Conclusions:**

Pathology-based multi-omics identified four CSF markers that were differentially expressed in MS subtypes. Upregulated TIMP-1, UFO and B2M orthologues in relapsing MS were associated with reduced inflammation and reflected reparatory processes, in contrast to the upregulated orthologue APOC2 in progressive MS that reflected changes in lipid metabolism associated with increased inflammation.

## Introduction

Early in the course of multiple sclerosis (MS), disruption of the blood-brain barrier (BBB) and focal inflammatory demyelination result in acute clinical symptoms followed by recovery (relapsing-remitting, RRMS) [1]. A cascade of events leads to diffuse axonal and neuronal degeneration, and if untreated, RRMS converts into a secondary progressive phase (SPMS) in about 50% of patients; the disease has a progressive course from the onset (primary progressive, PPMS) in about 10–20% of patients [2–4]. A period of diagnostic uncertainty regarding the transition from RRMS to SPMS lasts for several years, and immunomodulatory treatments are less efficacious in progressive disease [5,6]. Biomarkers are needed that predict the natural course and select patients with demand of early highly efficacious treatments.

Cuprizone (CPZ) is a copper chelator, which induces demyelination and oligodendrocyte loss in the corpus callosum and superior cerebellar peduncles of C57BL/6 mice. Suspension of CPZ treatment results in rapid remyelination [7–9]. Some of the mechanisms of oligodendrocyte death overlap with those observed in dying oligodendrocytes of MS lesions [9,10]. Adaptive immune responses are absent or minor in the CPZ model, and the blood-brain barrier (BBB) remains intact in contrast to the inflammatory model of MS, experimental autoimmune encephalomyelitis (EAE) [11].

Omics approaches are promising holistic tools for revealing molecular pathways and quantifying differentially expressed molecules [12]. Focused, hypothesis-driven exploratory translational omics are promising players in omics-driven precision medicine [13]. The cerebrospinal fluid (CSF) is the most proximal body fluid to the central nervous system (CNS), and has been used for biomarker discovery by proteomics in a number of neurological diseases [14].

Here, we hypothesized that combination of omics may focus attention on the importance of certain pathways and molecules in the pathogenesis of multiple sclerosis, and this way we may also identify molecules that are differentially regulated in the CSF of relapsing versus progressive MS. First, we established the transcriptome of experimental de- and remyelination in the CPZ model, and compared the differentially expressed genes to MS lesion transcriptomes in order to identify cellular pathways associated with de- and remyelination in MS. Protein products of overlapping orthologous genes were then screened in the CSF proteome of MS patients, and compared by targeted quantitative proteomics between relapsing and progressive MS. The differentially regulated proteins were correlated with markers of inflammation in the CSF of patients with RRMS, and the expression kinetics of orthologous genes and proteins were examined during demyelination and remyelination in the CPZ model.

## Materials and methods

### Mice

Wild-type C57BL/6 mice were obtained from Taconic Ltd. (Ry, Denmark). Mice were bred at the Biomedical Laboratory, SDU according to protocols and guidelines approved by the Danish Animal Health Care Committee (2014-15-00369). All animal experiments complied with the EU Directive 2010/63/EU for animal experiments, and the study has received approval by the Institutional Animal Care and Use Committee of the University of Southern Denmark, Odense, Denmark. Male mice aged 7–8 weeks were included in the experiments.

### Patients

CSF samples were obtained from 30 patients with PPMS (mean age 49±8.6, 17 females), 27 patients with SPMS (45.9±5.8, 14 females), and 40 patients with RRMS (mean age 33.6±10 years, 31 females). Ten subjects of each MS group were used as a discovery cohort for full proteomics of the CSF (cohort 1, altogether 30 MS). In the discovery phase, 10 subjects without neurological disease with diagnostic CSF examination due to headache were also included (mean age 37.7±12.8 years, 7 females). All individual samples from the total MS cohort (cohort 1 and 2, altogether 97 MS samples) were used for quantification of selected peptides by targeted proteomics in relapsing and progressive MS subtypes (**Fig 1**). The CSF was immediately centrifuged at 400 x g for 10 minutes, supernatant was collected and stored at -80°C. The study was conducted in accordance with the approval of the Danish National Ethics Committee (S-20120066) and informed consent was obtained from each subject.

**Fig 1:**
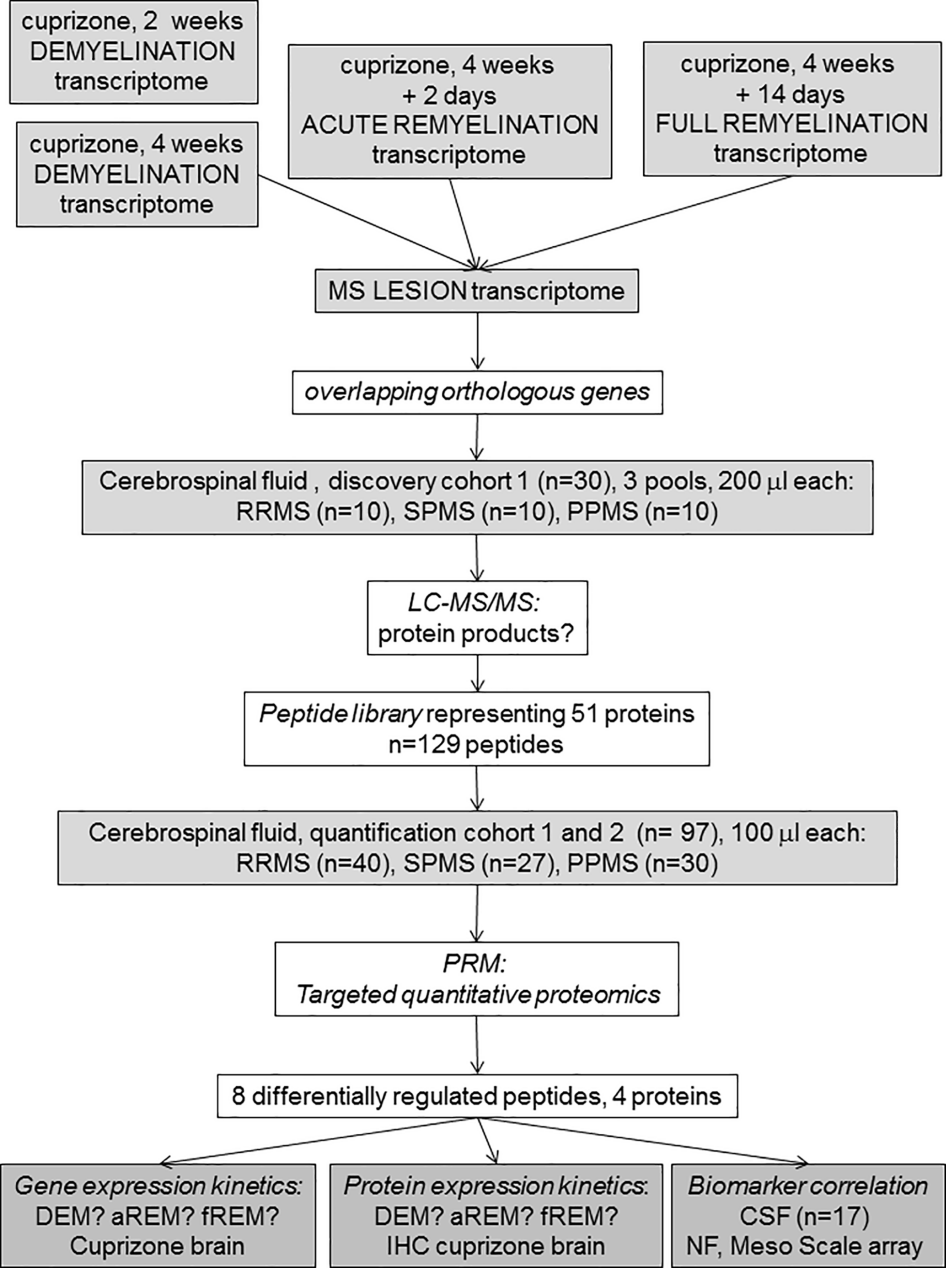
Outline of the experimental design. The transcriptome of punched out corpus callosum was examined at 4 time points in the cuprizone (CPZ) model: early and full demyelination (2 and 4 week CPZ, DEM), acute remyelination (aREM, 2 days after suspending CPZ) and full remyelination (fREM, 14 days after suspending CPZ) by 4x44K Agilent Whole Mouse Genom Expression Microarray. Differentially expressed genes at 4 week demyelination, acute and full remyelination were then compared to published transcriptomes of MS lesions. The CSF proteome was established by liquid chromatography mass spectrometry (LC-MS/MS) in a discovery MS cohort (cohort 1, altogether 30 samples). Protein products of overlapping orthologous CPZ/MS genes were then screened in this MS-CSF proteome. Next, levels of selected 129 peptides of 51 proteins of orthologous CPZ/MS genes were measured in altogether 97 individual MS samples (cohort 1 and 2) by targeted proteomics (parallel reaction monitoring, PRM), and stratified according to relapsing and progressive MS subtypes. The differentially regulated proteins were correlated with concentration of molecular markers of inflammation and axonal degeneration (neurofilament light chain, NFL) [15] in the MS-CSF. The expression kinetics of orthologous genes and proteins was examined by immunohistochemistry (IHC) in the CPZ model and related to demyelination, acute remyelination and full remyelination.

### CPZ-induced demyelination and remyelination

To induce demyelination, powdered standard chow was mixed with 0.2% CPZ (Sigma Aldrich, MO, USA) and administrated for 2 and 4 weeks. Remyelination was examined after 2 days (acute remyelination) or 2 weeks (full remyelination) of regular diet following 4-weeks CPZ feeding. Mice untreated with CPZ were used as controls, and their age and sex were matched to the 4-week demyelination group. Experiments were terminated by euthanizing mice with an overdose of pentobarbital (Glostrup Apotek, Glostrup, Denmark) followed by perfusion with 4% paraformaldehyde (PFA) for staining applications, or phosphate buffered saline for all other applications.

### RNA extraction from the corpus callosum

For the removal of the corpus callosum, the brains were removed from the skull, immediately frozen and cut into coronal serial sections (section thickness 200 μm). By using a stereomicroscope, the corpus callosum was cut out of the sections with a fine Graefe-knife, along its rostro-caudal extension, the samples were collected in ice-cold Eppendorf-tubes and stored frozen until used. RNA was extracted by the miRNeasy micro Kit (Qiagen, Valencia, CA). The quantity and quality of total RNA was assessed by NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE) and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA), respectively. Only those samples that gave >8.0 for RNA integrity number, showed a clear gel image and no DNA contamination was observed on the histogram were used for microarray experiments.

### Microarray

For RNA profiling in untreated controls, during demyelination, acute and full remyelination in the CC, the Agilent Whole Mouse Genom Expression Microarray Kit (G4122F, 4x44K) was applied according to the manufacturer’s instruction (version 1.0) with 100 ng quality-checked total RNA: 3–6 mice were used for each condition. The labeled samples were hybridized for 20 hours at 55°C. The arrays were scanned with an Agilent DNA Microarray Scanner BA, the signal quantification was carried out by Feature Extraction 10.7 Image Analysis Software and data were further analyzed by Genespring GX10.0.

The microarray data are deposited in NCBI Gene Expression Omnibus with accession GSE100663.

### Meso scale discovery electrochemiluminescent assay

Biomarker levels in the CSF were measured by the Meso Scale Discovery (MDS) technique (Mesoscale Discovery, Rockville, USA): Human Proinflammatory Panel 1 V-Plex (IFNγ, IL-1β, IL-2, IL-4, IL-6, IL-8, IL-12p70, TNFα); Human Cytokine Panel 1 V-Plex (GM-CSF, IL-1α, IL-5, IL-7, IL-23/IL-12p40, IL-15, IL-16, IL-17α, TNFβ, VEGF); Human Angiogenesis Panel 1 V-Plex (VEGF-C, VEGF-D, Flt-1, PIGF, βFGF); Vascular Injury Panel 2 V-Plex (SAA, VCAM-1, ICAM-1); Human Chemokine Panel 1 (MCP-1, MCP-4, Eotaxin, IP-10, MDC, Eotaxin-3, TARC, MIP-1α, MIP1β, IL-8). Samples were diluted and loaded into each well before reading by a SECTOR Imager 6000 Plate Reader (MSD Mesoscale Discovery, USA) according to the manufacturer’s instructions. Data was analyzed using MSD Discovery Workbench software.

### Histopathology

Before histological analysis, brains of mice (untreated controls, DEM, aREM, fREM) were postfixed in 4% PFA overnight and embedded in paraffin. Then, 8 μm coronal sections were obtained at the levels of 161, 181, 209 and 221. Demyelination was evaluated using Luxol fast blue staining with cresyl violet, and axonal pathology was examined by Bielschowsky staining. Immunocytochemistry was performed on paraffin sections as described before [16] without antigen retrieval using antibodies against apolipoprotein C-II (MyBioSource, MBS2006755), TIMP-1 (R&D systems, AF980-SP), tyrosine protein kinase receptor UFO (Santa Cruz Biotechnology, sc-166269), Mac3 (Becton & Dickinson #553322), NG2 (Millipore AB 5320), and CNP (Sternberger Monoclonals SMI 91).

### Proteomics and parallel reaction monitoring (PRM)

#### Sample preparation and qualitative mass spectrometry (proteomics-discovery step)

20 uL of 10 CSF samples for each of the groups: controls, RR, SP and PPMS were pooled separately. Proteins were ethanol/acetone precipitated, redissolved in 7M, 2M thiourea, 20mM DTT. Protein amount was estimated using Qubit Protein Assay (Thermo Fisher Scientific). Following alkylation with IAA proteins were digested with trypsin (50:1 ratio) overnight at 37°C. Peptides were RP purified using home-made columns of R2 and R3 (Applied BiosystemsTM). Purified peptides were redissolved in 0.1% formic acid. One μg of peptide sample in 5 μL was loaded on a precolumn (3 cm long, 100 μm ID, packed with 5 μm C18 RP material (Dr. Maisch, Ammerbuch-Entringen, Germany) using nano-Easy LC (Thermo Fisher Scientific). Peptides were separated on a 18 cm long, 75 μm ID analytical column packed with 3 μm C18 material (Dr. Maisch, Ammerbuch-Entringen, Germany) using 100 min gradient of 90% ACN/0.1% FA (solvent B): 0% to 10% in 5 min, 10% to 34% (linear gradient) in 77 min, 34% to 100% in 10 min and 8 min at 100%. Peptides were fragmented and detected in Q-Exactive mass spectrometer (Thermo Fisher Scientific, Bremen, Germany). The MS settings: Full MS: Resolution at 60000, AGC target 3e6, Maximum IT 50 ms. MS2: ten MSMS events at 15000 resolution, AGC target 3e6, Maximum IT 50 ms, isolation window 1.0 m/z, NCE: 28. Raw data were processed and proteins identified using ProteomeDiscoverer software v1.4 (Thermo Fisher Scientific).

#### Selection of peptides for PRM

PeptideAtlas repository (http://www.peptideatlas.org), available in-house data and data generated during present work (see above) were used to select number of peptides for each of the 98 proteins. The main criteria for the selection were the high frequency of observation in CSF samples and a length of peptide (up to 20 AA). Subsequently, aided by Skyline software (https://skyline.ms; v. 3.5.0.9319; MacCoss Lab, Department of Genome Sciences, UW) a list of precursor ions m/z (charge state 2 to 4+ per peptide, if relevant) for these peptides were generated and used to re-search for their presence in CSF pools (see above). Finally, the list was shortened to comprise up to 4 peptides per protein based on the intensity of detected peptides, and if not detected, then on the frequency of detection in the PeptideAtlas repository. Synthetic standard (SIS; crude preparation), heavy K and R labelled peptides, were purchased from JPT Peptide Technologies (www.jpt.com). Their quality was tested by mass spectrometry analysis.

#### Sample preparation for mass spectrometry/PRM

Proteins in 100 uL of individual CSF samples were ethanol/acetone precipitated and redissolved in 50 uL 3M urea/thiourea (3.5:1), 20 mM DTT (**S1 Table**). Protein amount was estimated by amino acid composition analysis. 10 μg (and if not available, less was taken and appropriate correction was later done to the final PRM results) was brought to final 140 uL, samples comprised in total 7M urea and thiourea (ratio 3.5 to 1) and 20 mM DTT. Cysteines were alkylated with 45 mM IAA and proteins digested with trypsin (50:1). After digestion, the same amount of SIS peptide mix was added to each sample and peptides were RP purified (as above). Purified peptides were dissolved in 0.1% FA (Solvent A).

#### PRM analysis

0.5 μg of peptide sample in 5 μL was loaded on a precolumn (3 cm long, 100 μm ID, packed with 5 μm C18 RP material (Dr. Maisch, Ammerbuch-Entringen, Germany) using nano-Easy LC (Thermo Fisher Scientific). Peptides were separated on a 18 cm long, 75 μm ID analytical column packed with 3 μm C18 material (Dr. Maisch, Ammerbuch-Entringen, Germany) using 62 min gradient of 90% ACN/0.1% FA (solvent B): 8% for 5 min, 8% to 30% (linear gradient) in 44 min, 30% to 100% in 5 min and 8 min at 100%. Peptides were fragmented and detected in Q-Exactive mass spectrometer (Thermo Fisher Scientific, Bremen, Germany). The MS settings: Full MS: Resolution at 120000, AGC target 3e6, Maximum IT 30 ms, scan range: 325–1200 m/z. PRM (10 reaction between Full MS scan): Resolution at 15000, AGC target 3e6, Maximum IT 15 ms, isolation window 1.1 m/z, NCE: 32. MS data were processed using Skyline. The low intensity of most of the detected peptides, originating from the investigated proteins resulted in poor MS2 spectra, therefore for the consistency, peptide relative quantification was performed using MS1 intensity of the precursor ion normalized to intensity of the corresponding SIS standard.

### Statistical analysis

Raw RNA expression data obtained by the microarray were normalized to the 75th percentile signal intensity and entities showing present call in all samples of a condition were kept. Differentially expressed genes were selected when passing the signal intensity filter (entities where at least 100 percent of samples in any 1 out of 4 conditions have values within cut-off) and showing at least 2-fold statistically significant change (ANOVA and Tukey HSD post-hoc test, with Benjamini-Hochberg Multiple Testing Correction p-value<0.05) between any of the groups. To search for known pathways containing a significant overlap with the relevant proteins, over-representation analysis from the Consensus Pathway Database (CPDB, http://cpdb.molgen.mpg.de/, Reslease 31), was performed. Ingenuity Pathway Analysis (IPA, http://www.ingenuity.com) software was used to identify upstream transcriptional regulators that can explain the observed transcription profile. Gene expression data was examined by the Upstream Regulator module of IPA. The prediction of potential regulatory networks was based on Ingenuity Knowledge Base, a very abundant collection of functional gene interactions obtained by manual curation of biomedical literature and biological databases.

If not otherwise stated, statistical tests were performed using Prism 5 software (GraphPath, USA, CA). MesoScale and peptide data were analyzed by ANOVA. All statistical tests were followed by an appropriate post hoc test and quantitative data are presented as mean ± SEM, and p<0.05 is considered significant. Pearson correlation was used to examine correlation between CSF proteins and biomarkers. All p-values were corrected for multiple-testing, using Benjamini-Hochberg.

## Results

### Differentially expressed genes in the de- and remyelinated corpus callosum

By using stereomicroscope, the corpus callosum was cut out from brain sections 2 weeks and 4 weeks after feeding CPZ to mice (early and full demyelination), as well as 2 days and 2 weeks after suspending CPZ (acute and full remyelination) (**Fig 1**). 

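The corpus callosum RNA was hybridised to single-colour Agilent 4x44K mouse arrays, on which each of 41174 probes reports the brightness of 1 transcript. The 16 arrays lay on 4 slides of 4 arrays each. They comprised 3 arrays of untreated controls, 3 of mice fed CPZ for 2 weeks, 4 of mice fed CPZ for 4 weeks and 6 of remyelination. The paper gives 0.2% CPZ in the chow, and the sample labels give 0.2 to 0.4%. The labels do not say which of the 6 remyelination arrays came after 2 days and which after 14 days of regular diet, so these 6 arrays entered no comparison. The share of probes well above background stands in for depth on an array. It was 57.3, 66.8 and 71.0% on the control arrays, 69.7, 69.1 and 69.3% at 2 weeks of CPZ, and 66.2, 60.3, 59.2 and 64.6% at 4 weeks of CPZ. The number of arrays limits the precision of every value.

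The authors deposited the background-subtracted signal of each spot as written by the Feature Extraction software, together with a table of processed log2 values. The 2 sources disagreed on which array belonged to which sample. Over the 21974 probes compared, each of the 16 columns of the processed table matched 1 array with a Pearson's r across probes of 1.0, and the next best array reached at most 0.88. For 14 of the 16 columns, the matching array was recorded under another sample, and for 13 of them under a sample of another condition. In the processed table, 100% of probes had a median of 0 over the 3 control columns. The next best of the 560 possible sets of 3 columns reached 52.1%. The scanner signals were therefore assigned to samples through the columns of the processed table. This departs from the sample recorded for each scanner file, and it was decided after the group means of Axl, Timp1, B2m, Mbp and Mog had been seen under both assignments. With the recorded assignment, limma called 0 genes at 2 weeks and 0 at 4 weeks of CPZ, with 308 and 745 genes at an unadjusted p under 0.05, and many of the named genes, myelin genes among them, changed in the opposite direction.

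The log2 signal of each array was set relative to its 75th percentile, as in the paper's methods. This percentile lay between 159.2 and 329.4 on the 10 arrays compared. Spots of 1 probe were averaged, and a probe was tested if it was well above background on every array of at least 1 group. This left 27504 probes for 20402 genes, 13881 of them with a gene name. The 3 groups were compared in 1 limma model with 7 residual degrees of freedom in place of the methods' test. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change, and a gene with several probes is given by its brightest tested probe. The methods' test, the slide as a block, other scalings and other filters were run as alternatives. Lists of genes for 12 cell types and processes, fixed in advance, were tested with limma's camera. Camera called 9 lists at 2 weeks and 8 at 4 weeks. When the arrays were regrouped in every possible way, the real grouping included, it called a median of 8 lists at 2 weeks and 6 at 4 weeks. A small camera p therefore does not by itself set an effect of CPZ apart from other differences between arrays.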

The Agilent microarray identified 1239 differentially expressed genes in the de- and remyelinated corpus callosum (**Fig 2A**). 

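On the demyelination arrays, 49 genes were called at 2 weeks of CPZ against the 3 controls, 18 higher and 31 lower. At 4 weeks of CPZ, 41 genes were called, 21 higher and 20 lower. At an unadjusted p under 0.05, limma counted 2190 and 2389 genes. For 12 of the 49 and 11 of the 41 called genes, 1 of the groups was not well above background on any array, so only a lower bound of the fold can be given for them. Fold changes were ranked only among called genes with a gene name whose probe was well above background on every array of both groups. By this rule, fixed in advance but for the gene name, the largest rises at 2 weeks were those of Cxcl10 (log2 fold change 5.68, standard error 0.73, adjusted p = 0.03), Trib3 (5.19, adjusted p = 0.03), Nupr1 (3.88, adjusted p = 0.02) and S100a10 (2.19, adjusted p = 0.03). For Plekha4, the called probe rose by 2.11 (adjusted p = 0.036), while its brightest probe stood at −0.84 and was not called. A second Trib3 probe rose by 2.15 at 2 weeks and 1.85 at 4 weeks and was not called. Large falls were those of Ninj2 (−3.53, standard error 0.31, adjusted p = 0.012), Xrcc3 (−3.01), Cntn2 (−2.55) and Shtn1 (−2.22). Other Cntn2 probes stood at −0.98 and −0.89 and were not called. By the same rule, every CPZ array lay on 1 side of every control array on the called probe. Several called genes outside the rule had larger changes in the model than some of these, and those named here were chosen after their values were seen. Ccl4 (5.55) and Itgax (4.94) were well above background on 2 of 3 control arrays, and Klk6 (−5.76), Slc34a3 (−4.01) and Smtnl2 (−3.6) on 1 of 3 CPZ arrays. Cst7 and Ccl3, not well above background on any control array, were at least 31.6- and 25.1-fold higher, and Ly6g6f, not well above background on any CPZ array, at least 6.41-fold lower. The rule as fixed did not ask for a gene name. Without that restriction, a transcript without a name that rose by 4.39 and 2 others at −2.67 and −2.65 would stand among the 5 largest changes of their direction.

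At 4 weeks, the largest rises by the same rule were those of Trib3 (log2 fold change 4.66, standard error 0.58, adjusted p = 0.039), Cxcl10 (4.59, adjusted p = 0.049), Cd52 (4.01, adjusted p = 0.047), Nupr1 (3.73, adjusted p = 0.02) and Ccl6 (3.69, adjusted p = 0.047). Ninj2 (−3.0, adjusted p = 0.02), Slc34a3 (−2.61), Ccp110 (−2.47), Sptbn1 on 1 called probe (−2.39) and Dixdc1 (−1.56, adjusted p = 0.049) fell most by this rule. Outside it, 7 more called genes with a name were lower and 9 were higher. Those named next were chosen after their values were seen. Carns1 (−2.78) and Adamtsl4 (−2.66) fell by more in the model than Slc34a3 and were well above background on 2 and 1 of 4 CPZ arrays. Sspo and Lctl, not well above background on any CPZ array, were at least 4.58- and 1.42-fold lower, and a transcript without a name was at least 2.92-fold lower in the same way. The transcript without a name that rose at 2 weeks rose by 5.44 at 4 weeks, more than any of these. Outside the rule, Itgax (5.79) and Ccl4 (5.28) also rose by more, and Cst7 and Ccl3 were at least 87.1- and 34.6-fold higher, with the control arrays as at 2 weeks. For Sptbn1, called probes fell by 2.93 and 2.39 on the log2 scale, the first of them well above background on 1 of 4 CPZ arrays, while the brightest probe stood at 0.03. The contrast of 4 with 2 weeks of CPZ called 3 genes, all lower at 4 weeks: Sprr4, 4933430I17Rik and 1 transcript without a gene name, none of them well above background on any array at 4 weeks.

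The counts and the calls moved with single arrays and with the test. Of the 17 calls named above by the rule on a gene's brightest probe, 13, 14 and 16 were lost without the control array numbered 1, 2 or 3. Between 1 and 16 were lost without any 1 of the CPZ arrays. Without 1 array at a time, between 1 and 70 genes were called at 2 weeks and between 0 and 129 at 4 weeks. The lowest count at 2 weeks came without the control array numbered 1. At 4 weeks, limma called 0 genes without the 2-week array numbered 3 and without the 4-week arrays numbered 1, 3 or 4, with 2055, 2432, 3016 and 1742 genes at an unadjusted p under 0.05. The methods' test was run over the 3 groups compared here only, whereas the paper's comparison also included remyelination. On these 3 groups it called 0 genes at either time, with 2999 genes at an unadjusted p under 0.05 and limma's counts as above. Of the alternatives fixed in advance, the slide as a random block moved the counts upward most, to 281 at 2 weeks, and the slide as a fixed block gave the highest count at 4 weeks, 431. Slide and group overlapped: slide 4 held CPZ arrays and no control, and each other slide held 1 control. The slide as a block therefore leaves few direct comparisons of CPZ with control within a slide. The direction of the calls moved as well. With the random block, 135 were higher and 146 lower at 2 weeks, and 253 higher and 117 lower at 4 weeks. With the fixed block, 65 were higher and 36 lower at 2 weeks, and 373 higher and 58 lower at 4 weeks. Leaving out single arrays moved the direction both ways. At 2 weeks, 39 were higher and 8 lower without the 2-week array numbered 2, and 1 and 15 without the one numbered 1. At 4 weeks, 97 were higher and 32 lower without the 4-week array numbered 2, and 7 and 21 without the control array numbered 1.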

The highest number of differentially expressed genes was observed during acute remyelination (n = 762), followed by early demyelination (n = 412) and full demyelination (n = 317); the number of differentially expressed genes was markedly reduced by the time of full remyelination (n = 119) (**Fig 2A**). The majority of differentially expressed genes during 2 and 4 weeks demyelination overlapped (n = 228); only 28% of differentially expressed genes during late, the 4-week demyelination were different from genes of 2-week demyelination (**Fig 2A**). 

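At both 2 and 4 weeks of CPZ, 24 genes were called in the same direction. Of the 41 genes called at 4 weeks, 41.5% were not called at 2 weeks. Both comparisons used the same 3 control arrays, which makes the 2 sets of fold changes alike even where nothing changed. This was examined in 100 simulations in which all 10 arrays were drawn with the measured residuals and no group differed. Only 1 of 100 simulations called any gene at 2 weeks and 1 of 100 at 4 weeks, so their overlap of calls could not be set beside the observed one. The genes changed at least 2-fold were therefore ranked by p, and the overlap of the first 49 at 2 weeks with the first 41 at 4 weeks was counted, a comparison chosen after the data were seen. The simulated overlap had a median of 2 and ranged from 0 to 29 genes, and it was at least as large as the observed 24 in 4 of 100 simulations. Some simulations had fewer genes to rank, down to 9 at 2 weeks and 3 at 4 weeks. Across all tested probes, which are not independent replicates, the log2 fold changes at 2 and 4 weeks correlated with r = 0.29, and 55.4% had the same sign. The simulations gave a median r of 0.59, with 95% of them between −0.59 and 0.97, and a median of 70.8% with the same sign, so the correlation over all probes lay within what the shared controls alone gave. With 1 array left out at a time, the overlap ranged from 0 to 37 genes and the share of 4-week genes not called at 2 weeks from 0 to 96.4%, where any gene was called at 4 weeks. Of the alternatives fixed in advance, the slide as a random block gave the largest overlap, 159 genes, and the replicate block, the methods' test and fits of only the 2 groups compared gave 0. Where it had a value, the share ranged from 5.6% with quantile normalization to 81.9% with the slide as a fixed block. From the overlap in Fig 2A, the paper states that most of the genes differentially expressed in demyelination were shared by the 2 time points.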

Acute remyelination in the CPZ model was accompanied by a large number of newly activated genes: 63% of the differentially expressed genes were different from activated genes during 4-week demyelination. The majority of these genes were also different from late (2-week) remyelination: only 14% were shared with late remyelination. In contrast to different gene expression between demyelination and acute remyelination, only 7% of differentially expressed genes related to late remyelination were different from acute remyelination (**Fig 2A**).

**Fig 2:**
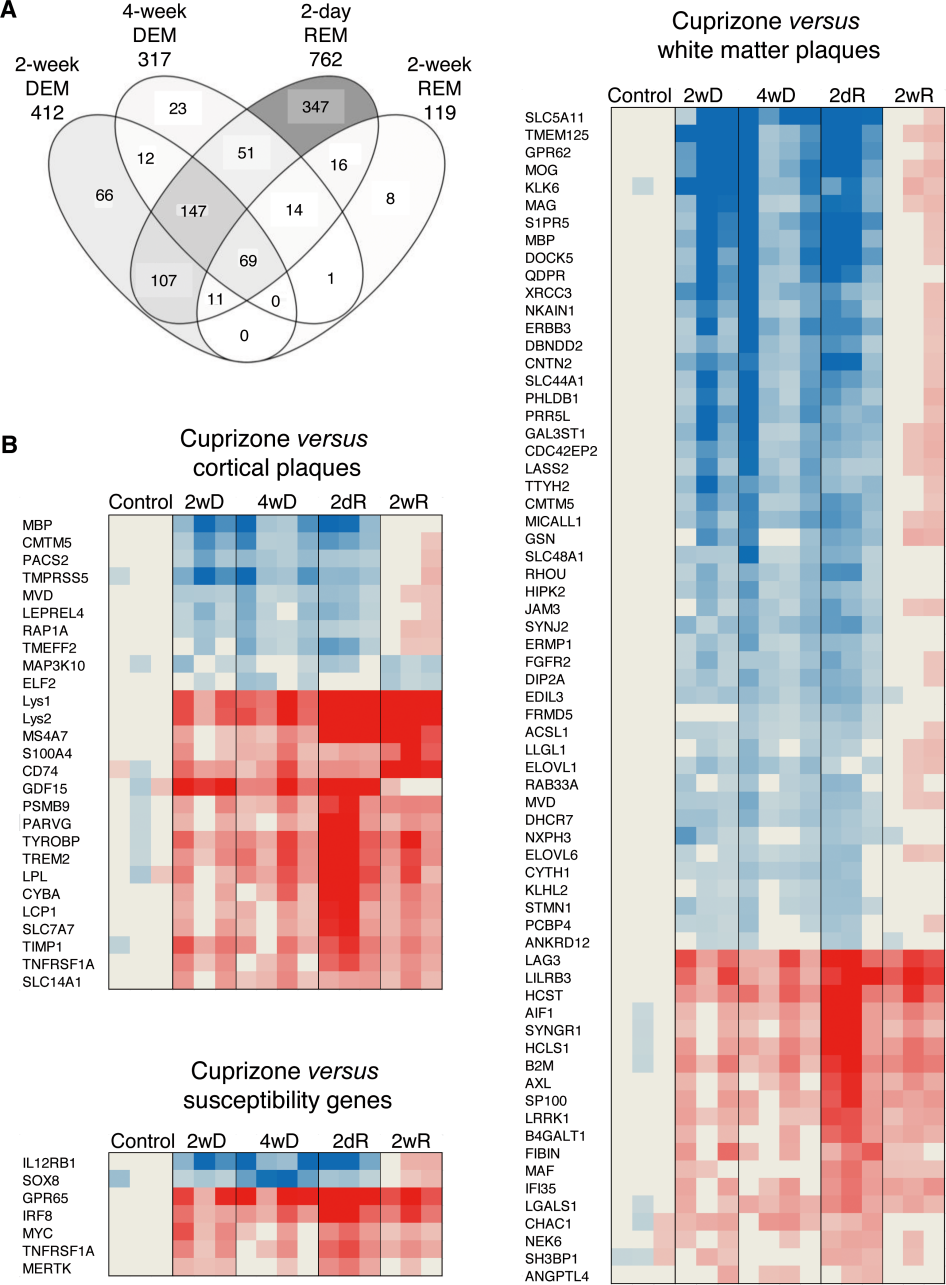
Gene expression during experimental de- and remyelination and orthologous genes in MS lesions. **(A)** Overlaps of differentially expressed (at least 2-fold change and statistically significant difference at corrected p<0.05) genes in four CPZ-treated experimental conditions compared to the untreated controls are visualized by Venn diagram. Intensity of filling grey colour indicates the relative percent of all genes shown. The transcriptome of demyelination was determined after 2 and 4 weeks of CPZ administration (2-week DEM, 4-week DEM); remyelination transcriptomes were determined 2 days and 14 days after suspending CPZ (acute and full remyelination; 2-day REM, 2-week REM). **(B)** Orthologous genes in MS and CPZ lesions were determined by comparing differentially expressed genes in white matter and cortical lesions of MS patients and MS susceptibility genes to transcriptome signatures of CPZ-induced demyelination at 2 and 4 weeks (2wD, 4wD), acute remyelination 2 days after suspending CPZ (2dR), and during full remyelination 2 weeks after suspending CPZ (2wR). The heatmaps represent the expression of orthologous: overlapping MS genes during demyelination and remyelination phases of the CPZ model.

### Orthologous genes of murine and MS lesion transcriptomes

Next, we linked differentially expressed genes in MS lesions to genes differentially expressed in experimental de- and remyelinated lesions (**Fig 2B**): we compared published datasets of active, chronic active, chronic, early and late lesions in the white matter, and cortical grey matter transcriptomes in the MS brain [17–20] to the 1239 differentially expressed genes in the CPZ model. We identified 91 overlapping orthologous genes: 26 of these were differentially expressed in cortical lesions, and 65 were differentially expressed in white matter lesions. Two of the genes (*Mbp* and *Cmtm5*) were differentially expressed in both kinds of lesions (**Fig 2B**). 

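Mbp encodes myelin basic protein. Its log2 signal relative to the array's 75th percentile was 8.52 ± 0.53 (SD, n = 3) on the control arrays, 5.31 ± 1.47 (SD, n = 3) at 2 weeks of CPZ and 6.16 ± 1.55 (SD, n = 4) at 4 weeks. The log2 fold change was −3.21 at 2 weeks (standard error 0.95, adjusted p = 0.22 from limma with Benjamini-Hochberg adjustment) and −2.37 at 4 weeks (standard error 0.89, adjusted p = 0.38). Every CPZ array lay below every control array, but the fall did not pass the adjusted threshold. Of the other Mbp probes, 1 also fell, with −3.4 at 2 weeks (adjusted p = 0.13) and −2.39 at 4 weeks (adjusted p = 0.27), with every CPZ array below every control array. The other showed no such fall, with 0.20 at 2 weeks and 0.00 at 4 weeks. Cmtm5 fell by 2.06 on the log2 scale at 2 weeks (standard error 0.50, adjusted p = 0.14) and by 1.52 at 4 weeks (standard error 0.47, adjusted p = 0.25), again with every CPZ array below every control array. Array weights, chosen after the data were seen, called both genes at both times, with most of the weight of each CPZ group on 1 array. Under the recorded assignment of the scanner files, both genes changed in the opposite direction, Mbp by 1.03 and 0.54 and Cmtm5 by 0.66 and 0.22.

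The list of myelin and oligodendrocyte genes, 19 of them tested, had a median log2 fold change of −3.04 at 2 weeks and −2.37 at 4 weeks (camera, adjusted p = 3.53e-17 and 1.91e-13 over 12 lists and both time points). Under limma's fry, which takes the correlation between genes from the arrays, the list was past the threshold at 2 weeks (adjusted p = 0.0466) and not at 4 weeks (adjusted p = 0.0615). The camera p carries the limit given with the methods above, since regrouped arrays also gave many calls. None of the genes of this list was called over all probes tested. Adjusted over the list alone, 16 genes at 2 weeks and 12 at 4 weeks were past 0.05.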

We also found 7 susceptibility genes identified by GWAS, which were differentially expressed in the de- and remyelinated corpus callosum (**Fig 2B**). Out of the overlapping orthologous WM and cortical MS lesion genes, 42 genes were related to experimental demyelination, and 41 genes were related to remyelination. Pathway analysis of the orthologous genes was performed. Out of 18 significantly regulated, demyelination-related pathways in MS lesions, 15 were related to lipid metabolism; in contrast, only 2 of the 10 remyelination-related pathways were related to lipid metabolism (**Table 1**). This differential representation of lipid metabolism pathways was also confirmed by the IPA (data not shown). 

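Of the genes that Table 1 lists for the demyelination-related pathways, 11 were tested on the arrays. At both 2 and 4 weeks of CPZ, 9 of them were lower than in the controls and 2 were higher. Their log2 fold changes ranged from −3.01 to 1.42 at 2 weeks, with a median of −0.99, and from −2.07 to 2.5 at 4 weeks, with a median of −0.98. Over all probes tested, limma called 1 of the 11 genes at 2 weeks, Xrcc3, and 0 at 4 weeks. Adjusted over the list alone, 9 genes at 2 weeks and 10 at 4 weeks were past 0.05. The study chose these genes on the same arrays, so this second count is not independent evidence.

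The list of 22 cholesterol synthesis genes was fixed without regard to Table 1. Its median log2 fold change was −1.12 at 2 weeks and −0.80 at 4 weeks (camera, adjusted p = 3.25e-25 and 6.1e-17). Camera called many lists when the arrays were regrouped as well, so its p alone does not set CPZ apart. The cholesterol synthesis list was also past the threshold under fry, with an adjusted p of 0.00227 and 0.00517. By a gene's brightest probe, limma called 4 of the 22 genes at 2 weeks and 0 at 4 weeks. With any of a gene's probes, it called 5 at 2 weeks, Idi1 being added, and 2 at 4 weeks, Idi1 and Insig1, both named after their values were seen. Adjusted over the list alone, 16 and 15 were past 0.05 by the brightest probe. The median of this list was below every control array on all 7 CPZ arrays, and with 1 array left out at a time it stayed between −1.19 and −1.03 at 2 weeks and between −0.96 and −0.73 at 4 weeks. With the arrays as recorded for the scanner files, the medians were 0.46 and 0.38.

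**Figure D1:**
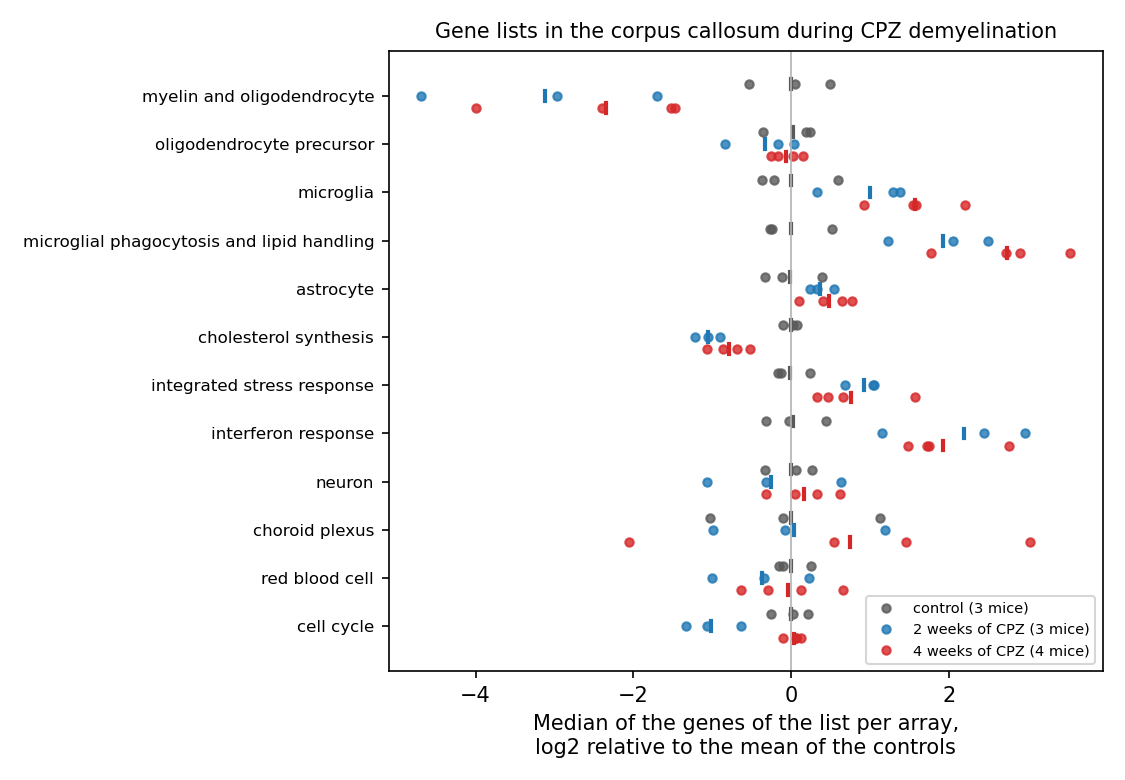
Median log2 signal of the genes of each of the 12 lists on each of the 10 arrays, relative to the mean of the 3 controls (horizontal axis, log2), for the control, 2-week and 4-week CPZ arrays. The lists are on the vertical axis, each point is 1 array, and a short bar marks the mean of a group. The cholesterol synthesis medians of the CPZ arrays lie between −1.22 and −0.52, and those of the myelin and oligodendrocyte list between −4.69 and −1.47.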

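The genes outside lipid metabolism could be followed on the demyelination arrays: Tyrobp, Trem2, Tnfrsf1a, Cyba and Psmb9. Tyrobp rose by a log2 fold change of 1.83 at 2 weeks of CPZ (standard error 0.49, adjusted p = 0.17 from limma with Benjamini-Hochberg adjustment) and 2.42 at 4 weeks (standard error 0.46, adjusted p = 0.081). Trem2 rose by 1.51 at 2 weeks (standard error 0.53, adjusted p = 0.34) and 2.40 at 4 weeks (standard error 0.50, adjusted p = 0.096). For both genes, every CPZ array lay above every control array. Tnfrsf1a stood at 1.54 at 2 weeks and 1.25 at 4 weeks (adjusted p = 0.19 and 0.27). At 4 weeks 1 array was set apart from the other 3. Cyba stood at 0.99 and 1.51 (adjusted p = 0.72 and 0.3), with 2 of 3 arrays above every control at 2 weeks and 1 array set apart at 4 weeks. Psmb9 stood at 1.25 and 1.66 (adjusted p = 0.43 and 0.19), with 2 of 3 and 4 of 4 CPZ arrays above every control. None of these genes was called. With the slide as a fixed block, all 5 were called at 4 weeks, and with it as a random block Trem2 and Tyrobp were. Slide and group overlapped, so these calls rest on few comparisons within a slide. All 5 were called at both times with array weights, and Tyrobp at 4 weeks with normexp, both chosen after the data were seen. The array weights put most of the weight of each CPZ group on 1 array. Without the 4-week array numbered 2, Trem2 at 4 weeks of CPZ (2.77) and Tyrobp at 4 weeks of CPZ (2.70) were called as well.

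The list of microglial genes, which holds Tyrobp and Trem2, had a median log2 fold change of 0.97 at 2 weeks and 1.57 at 4 weeks (camera, adjusted p = 1.75e-05 and 1.75e-16). Under fry, it was past the threshold at 4 weeks (adjusted p = 0.0355) and not at 2 weeks (adjusted p = 0.241). Camera called many lists on regrouped arrays too. The separate list of 18 genes of microglial phagocytosis and lipid handling had medians of 1.89 and 2.87, past the threshold with camera (adjusted p = 2.97e-14 and 1.96e-25) and fry (adjusted p = 0.0355 and 0.00954). These tests were made on demyelination arrays, and the paper's Table 1 lists Tyrobp, Trem2, Tnfrsf1a and Cyba under remyelination.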

Pathway analyses of the 98 orthologous genes suggested the importance of molecules TYROBP, TREM2, TNFRSF1A, CYBA, and PSMB9 besides molecules related to lipid metabolism (**Table 1**). When upstream regulators of the orthologous genes were analyzed, three pathways emerged: up-regulated IL-15/IFN-γ/STAT3 and TNF/IFN-γ/STAT3/IL-1β, and down-regulated SCAP/SREBF1/SREBF2 (**Fig 3**). The differentially expressed genes of the downregulated SCAP/SREBF1/SREBF2 orthologous pathway (*Mvd*, *Elovl6*, *Acsl1*, *Dhcr7*) were all downregulated during 2-weeks and 4-weeks demyelination, and acute remyelination. 

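All 4 genes lay lower on every CPZ array than on every control array at 2 and 4 weeks of CPZ. Dhcr7 fell most at 2 weeks, from a log2 signal of 3.41 ± 0.33 (SD, n = 3) on the control arrays to 1.91 ± 0.20 (SD, n = 3). Its log2 fold change was −1.5 at 2 weeks (standard error 0.25, adjusted p = 0.062 from limma with Benjamini-Hochberg adjustment) and −1.11 at 4 weeks (standard error 0.24, adjusted p = 0.1). Mvd stood at −1.25 at 2 weeks (standard error 0.28, adjusted p = 0.11) and −0.98 at 4 weeks (standard error 0.26, adjusted p = 0.17). The brightest probes of Elovl6 and Acsl1 changed less than 2-fold, with −0.78 and −0.64 for Elovl6 (adjusted p = 0.18 and 0.26) and −0.70 and −0.62 for Acsl1 (adjusted p = 0.31 and 0.35). Another Acsl1 probe changed more than 2-fold, with −1.1 and −1.14 (adjusted p = 0.28 and 0.23), and a further one stood at −0.97 and −0.63 (adjusted p = 0.086 and 0.21). None of the 4 genes was called at the adjusted threshold. Mvd was called at 2 weeks without the 4-week array numbered 1 (−1.25). Dhcr7 was called at 2 weeks with quantile normalization (−1.41), over the probes well above background on all 10 arrays (−1.5), and at both times with the slide as a random block (−1.59 and −1.12). Of the settings chosen after the data were seen, normexp called Dhcr7 at 2 weeks, the share of detected probes as a covariate called it at 4 weeks, and array weights called Dhcr7 and Mvd at both times. With the arrays as recorded for the scanner files, all 4 genes lay higher at both times, Dhcr7 by 0.41 and 0.40 and Mvd by 0.72 and 0.51. The acute remyelination arrays, which the labels do not separate from those of full remyelination, are left out here.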

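On the demyelination arrays, Timp1, Psmb9, Ifi35, Cd74 and Angptl4 all had a higher mean than the controls. Cd74 showed a log2 fold change of 1.99 at 2 weeks of CPZ (standard error 0.45, adjusted p = 0.12 from limma with Benjamini-Hochberg adjustment) and 2.01 at 4 weeks (standard error 0.42, adjusted p = 0.099). Ifi35 stood at 1.13 (standard error 0.38, adjusted p = 0.3) and 1.10 (standard error 0.35, adjusted p = 0.27). Angptl4 stood at 0.66 (standard error 0.29, adjusted p = 0.54), with 2 of 3 CPZ arrays above every control, and at 0.91 at 4 weeks (standard error 0.27, adjusted p = 0.24), with 4 of 4. None of these was called. Cd74 at 4 weeks of CPZ (2.10) was called with the slide as a random block, and Psmb9 at 4 weeks of CPZ (2.27) with it as a fixed block. Array weights, chosen after the data were seen, called all 5 genes at both times, with most of the weight of each CPZ group on 1 array. With the arrays as recorded for the scanner files, Psmb9, Ifi35, Cd74 and Angptl4 lay lower than in the controls at 4 weeks.

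The list of interferon response genes, which holds Psmb9 and Ifi35 among its 20 tested genes, had a median log2 fold change of 2.07 at 2 weeks and 1.87 at 4 weeks. It was past the threshold with camera (adjusted p = 2.45e-23 and 4.15e-22) and fry (adjusted p = 0.0139 and 0.0149). Regrouped arrays also gave many calls with camera. Every gene of the interferon list had a higher mean on the CPZ arrays at both times. None was called over all probes tested. Adjusted over the list alone, 19 genes at 2 weeks and 18 at 4 weeks were past 0.05. Under the recorded assignment, the median was −0.96 at 4 weeks.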

The differentially expressed genes of the upregulated IL-15/IFN-γ/STAT3 and TNF/IFN-γ/STAT3/IL-1β, orthologous pathways were all upregulated during demyelination, acute and full remyelination, but with different kinetics: three genes (*Timp1*, *Psmbp9*, *Ifi35*) peaked during acute remyelination, *Cd74* peaked during full remyelination, and *Angptl4* reached a plateau from 2-weeks demyelination till full remyelination.

**Fig 3:**
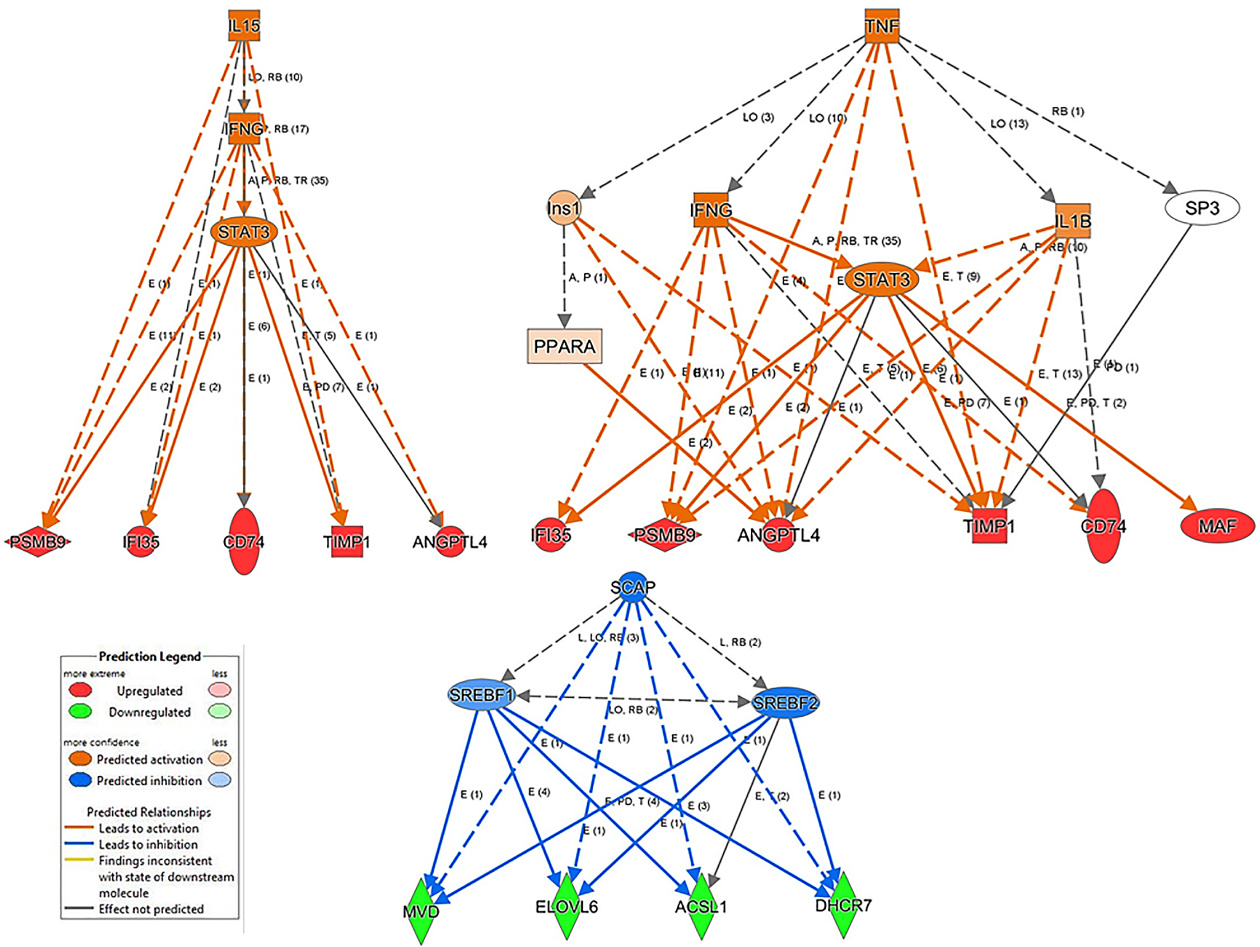
Upstream regulators of up- and down-regulated orthologous genes in the cuprizone model and MS lesions. Upstream regulators of up- and down-regulated orthologous genes were determined by Ingenuity Pathway Analysis. The experimentally observed gene expression tendencies are shown by the bottom line of nodes of the graphs (red increased, green decreased expression), while the networks above these genes displays the predicted regulatory networks might be responsible for the detected transcription effect. Orange color in the regulatory network indicates positive and blue color indicates negative regulatory effects. Marks on the graph edges shows the type of functional interactions (E: expression, LO: localization, A: activation, TR: translocation, T: transcription, RB: regulation of binding, PD: protein-DNA binding, P: phosphorylation) and the number of the supporting evidences in Ingenuity Knowledge Base.

**Table 1:** Pathways of orthologous genes differentially expressed in both experimental de/remyelination and MS lesions.

Pathway	p-value	q-value	source	members
***WM + cortical MS lesion versus experimental demyelination***				
stearate biosynthesis	0.0004	0.006	HumanCyc	ACSL1; ELOVL1
cholesterol biosynthesis	0.0006	0.006	Wikipathways	MVD; DHCR7
PPAR signaling pathway	0.0006	0.006	KEGG	LPL; ACSL1; ANGPTL4
synthesis of very long-chain fatty acyl-CoAs	0.0008	0.006	Reactome	ACSL1; ELOVL1
omega-3 fatty acid metabolism	0.0009	0.006	EHMN	ACSL1; ELOVL1
activation of gene expression by SREBP (SREBF)	0.001	0.006	Wikipathways	MVD; DHCR7
metabolism of lipids and lipoproteins	0.001	0.006	Reactome	SYNJ2; ACSL1; DHCR7; LPL; MVD; ELOVL1
fatty Acyl-CoA biosynthesis	0.001	0.006	Reactome	ACSL1; ELOVL1
cholesterol biosynthesis	0.002	0.0065	Reactome	MVD; DHCR7
activation of gene expression by SREBF (SREBP)	0.002	0.0065	Reactome	MVD; DHCR7
superpathway of cholesterol biosynthesis	0.002	0.007	HumanCyc	MVD; DHCR7
regulation of cholesterol biosynthesis by SREBP (SREBF)	0.002	0.007	Reactome	MVD; DHCR7
amb2 Integrin signaling	0.0025	0.007	PID	RAP1A; JAM3
omega-6 fatty acid metabolism	0.003	0.009	EHMN	ACSL1; ELOVL1
fatty acid beta oxidation	0.005	0.01	Wikipathways	ACSL1; LPL
triglyceride biosynthesis	0.006	0.01	Reactome	ACSL1; ELOVL1
class I PI3K signaling events	0.009	0.02	PID	CYTH1; RAP1A
integrated breast cancer pathway	0.009	0.02	Wikipathways	XRCC3; RAP1A
***WM + cortical MS lesion versus experimental remyelination***				
glial cell differentiation	0.0002	0.006	Wikipathways	MBP; MAG
osteoclast differentiation	0.0003	0.006	KEGG	TYROBP; TNFRSF1A; CYBA; TREM2
other semaphorin interactions	0.001	0.02	Reactome	TYROBP; TREM2
RANKL	0.002	0.02	NetPath	TYROBP; TREM2
basigin interactions	0.002	0.02	Reactome	SLC7A7; MAG
spinal cord injury	0.003	0.02	Wikipathways	MBP; AIF1; MAG
hiv-1 nef: negative effector of fas and tnf	0.008	0.04	BioCarta	GSN; TNFRSF1A
cardiac hypertrophic response	0.0085	0.04	Wikipathways	FGFR2; TNFRSF1A
DAP12 signaling	0.009	0.04	Reactome	TYROBP; FGFR2; TREM2
caspase cascade in apoptosis	0.009	0.04	PID	GSN; TNFRSF1A

### Identification of 19 proteins of the 98 orthologous genes in the full CFS proteome (cohort 1)

We then examined, if proteins reflecting the 98 orthologous genes could be detected in the proteome of human CSF obtained from patients with RRMS, SPMS and primary progressive MS (**Fig 1**). Twenty μl of CSF from 10 subjects in each of the 3 groups were pooled and examined by LC-MS/MS (discovery cohort). We detected 19 corresponding proteins out of the 98 orthologous differentially expressed genes in the full CSF proteome (**Table 2**).

**Table 2:** Orthologous cuprizone and MS lesion genes detected in the CSF by proteomics and selected for targeted proteomics.

Protein	Gene	Description	CPZ	MS	GWAS
***Detected by proteomics in the CSF***					
APOC2	APOC2	Apolipoprotein C-II	DEM up	up^1^	no
LEG1	LGALS1	Galectin-1	DEM up	up^2^	no
TIMP1	TIMP1	Metalloproteinase inhibitor 1	DEM up	up^1^	no
ATS1	ADAMTS1	Disintegrin and metalloproteinase	DEM down	up^2^	no
HEP2	SERPIND1	Heparin cofactor 2	DEM down	down^3^	no
MOG	MOG	Myelin-oligodendrocyte glycoprotein	DEM down	down^3^	no
CNTN2	CNTN2	Contactin-2	DEM down	down^3^	no
DBND2	DBNDD2	Dysbindin domain-containing protein 2	DEM down	up^2^ down^3^	no
UFO	AXL	Tyrosine-protein kinase receptor UFO	eREM up	up^2^	no
TREM2	TREM2	Triggering receptor expressed on myeloid cells 2	eREM up	up^1^	no
MAG	MAG	Myelin-associated glycoprotein	eREM down	up^2^	no
KLK6	KLK6	Kallikrein-6	eREM down	down^3^	no
DHPR	QDPR	Dihydropteridine reductase	eREM down	down^3^	no
FGFR2	FGFR2	Fibroblast growth factor receptor 2	eREM down	down^3^	no
GELS	GSN	Gelsolin	eREM down	down^3^	no
B2MG	B2M	b2-microglobulin	DEM, REM up	up^2^	no
LYSC	LYZ	Lysozyme C	DEM, REM up	down^2^	no
BGH3	TGFBI	Transforming growth factor,-beta-induced	-	up^2^	no
HPT	HP	Haptoglobin	-	up^2^	no
***Additional genes selected for targeted proteomics***					
ANGL4	ANGPTL4	Angiopoietin-related protein 4	DEM up	ac up	no
CD83	CD83	CD83 antigen	DEM up	-	no
GDF15	GDF15	Growth/differentiation factor 15	DEM up	ac, chr up	no
IGF1	IGF1	Insulin-like growth factor I	DEM up	-	no
S10A4	S100A4	Protein S100-A4	DEM up	-	no
SLAF5	CD84	SLAM family member 5	DEM up	-	no
CERS2	CERS2	Ceramide synthase 2	DEM down	-	no
CKLF5	CMTM5	CKLF-like MARVEL transmembrane domain-containing protein 5	DEM down	-	no
DHCR7	DHCR7	7-dehydrocholesterol reductase, pathway cholesterol biosynthesis	DEM down	-	no
EDIL3	EDIL3	EGF-like repeat and discoidin I-like domain-containing protein 3	DEM down	-	no
ELOV1	ELOVL1	Elongation of very long chain fatty acids protein 1	DEM down	-	no
ERBB3	ERBB3	Receptor tyrosine-protein kinase erbB-3	DEM down	-	no
IL12R1	IL12RB1	Interleukin-12 receptor subunit beta-1	DEM down	chr up	yes
IL33	IL33	Interleukin-33	DEM down	-	no
ITB4	ITGB4	Integrin beta-4	DEM down	-	no
LDLR	LDLR	Low-density lipoprotein receptor	DEM down	-	no
LPAR1	LPAR1	Lysophosphatidic acid receptor 1	DEM down	-	no
SYNJ2	SYNJ2	Synaptojanin-2	DEM down	-	no
AIF1	AIF1	Allograft inflammatory factor 1	eREM up	-	no
CNTF	CNTF	Ciliary neurotrophic factor	eREM up	-	no
HCST	HCST	Hematopoietic cell signal transducer	eREM up	-	no
IRF8	IRF8	Interferon regulatory factor 8	eREM up	-	yes
MYOF	MYOF	Myoferlin	eREM up	-	no
SNG1	SYNGR1	Synaptogyrin-1	eREM up	-	no
TNR1A	TNFRSF1A	Tumor necrosis factor receptor superfamily member 1A	eREM up	-	yes
TYOBP	TYROBP	TYRO protein tyrosine kinase-binding protein	eREM up	-	no
TEFF2	TMEFF2	Tomoregulin-2	eREM down	-	no
STMN4	STMN1	Stathmin	eREM down	-	no
MBP	MBP	Myelin basic protein	eREM down	-	no
G3ST1	GAL3ST1	Galactosylceramide sulfotransferase	eREM down	-	no
PSYR	GPR65	Psychosine receptor	DEM, REM up	ac, chr up	yes
UBD	UBD	Ubiquitin D	-	ac up	no

DEM: demyelination; REM: remyelination; eREM: early remyelination; chr: chronic; ac: acute;

^1^[19];

^2^[18];

^3^[17]

### Selection of 51 proteins for targeted proteomics and design of peptide library

Next, we designed a targeted proteomics approach (PRM) to quantify and compare the level of proteins of the 19 orthologous genes in additional CSF of relapsing and progressive MS (cohort 2). However, we considered that potential proteins might be missed in the CSF proteome because of the low volume of the examined CSF and low number of subjects in the LC-MS/MS analysis. Therefore, we selected 32 additional genes from the CPZ datasets for protein quantification in the CSF based on biological significance, cell surface expression, potential release upon cellular damage, and overlap with orthologous genes differentially expressed in cortical or WM lesions from patients with MS (**Table 2**). 

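The direction that Table 2 gives for demyelination was tallied for the genes tested on the arrays. Table 2 lists 12 genes as higher in demyelination. Its entry LYZ was followed as the 2 mouse genes Lyz1 and Lyz2, as fixed in advance, which makes 13 mouse genes. Of these, 12 were tested, and 12 of 12 were higher than in the controls at 2 and at 4 weeks of CPZ, with median log2 fold changes of 1.97 and 2.27. With LYZ counted once, by its brighter mouse gene for the medians, 11 entries were tested and 11 of 11 were higher, with medians of 1.88 and 1.94. All 17 genes listed as lower were tested, and 16 were lower at both times, with medians of −2.06 and −1.80. The tally of 12 and 12 higher genes did not change when any 1 array was left out, and that of lower genes was 16 at 2 weeks and 16 or 17 at 4 weeks. Over all probes tested, limma called 2 of these 29 mouse genes at 2 weeks, both lower, and 1 at 4 weeks, which was higher. Adjusted over the list alone, 24 and 27 of the 29 mouse genes were past 0.05, and 23 and 26 of 28 with LYZ counted once. The study took the genes and their directions from the same arrays. Neither the tally of directions nor the count adjusted over the list is therefore independent evidence. With the arrays as recorded for the scanner files, 10 and 7 of the 12 genes were higher and 1 of the 17 was lower at each time.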

Out of the total 51 selected genes for targeted proteomics, 24 were expressed in WM lesions of MS brain, 9 genes were expressed in cortical lesions, and 4 were GWAS genes (**S2 Table**). For each of the 51 genes, 2–4 peptide sequences representing the corresponding proteins were designed based on in-house proteome data of human blood, CSF, brain and cell cultures (**S2 Table**).

### Measuring levels of the 129 peptides in 97 CSF samples (cohort 1 and 2)

By using the established peptide library representing the 51 proteins, we measured the levels of the 129 peptides in 97 individual CSF samples by PRM: 57 patients with progressive MS (30 PPMS, 27 SPMS) and 40 patients with RRMS. We could detect 24 peptides of 10 proteins in all 97 CSF samples (**S3 Table**).

### Differential regulation of 4 peptides representing 4 proteins in 97 CSF samples

The levels of the detected 24 peptides normalized to synthetic standards (**S3 Table**) were then compared among the 3 MS subgroups. Four peptides representing 4 proteins were differentially regulated: tissue inhibitor of metalloproteinase-1 (TIMP-1, GFQALGDAADIR), apolipoprotein C2 (APOC2, TAAQNLYEK), tyrosine-protein kinase receptor UFO (UFO, APLQGTLLGYR), and beta2 microglobulin (B2M, VNHVTLSQPK) (**Fig 4, S4 Table**). All these proteins were detected in the CSF in the discovery phase by LC-MS/MS (**Table 2**). APOC2 peptide was upregulated in SPMS compared to RRMS. The other 3 peptides (TIMP-1, UFO, B2M) were downregulated in PPMS compared to RRMS. In addition, UFO peptide was also down-regulated in SPMS (**Fig 4**).

**Fig 4:**
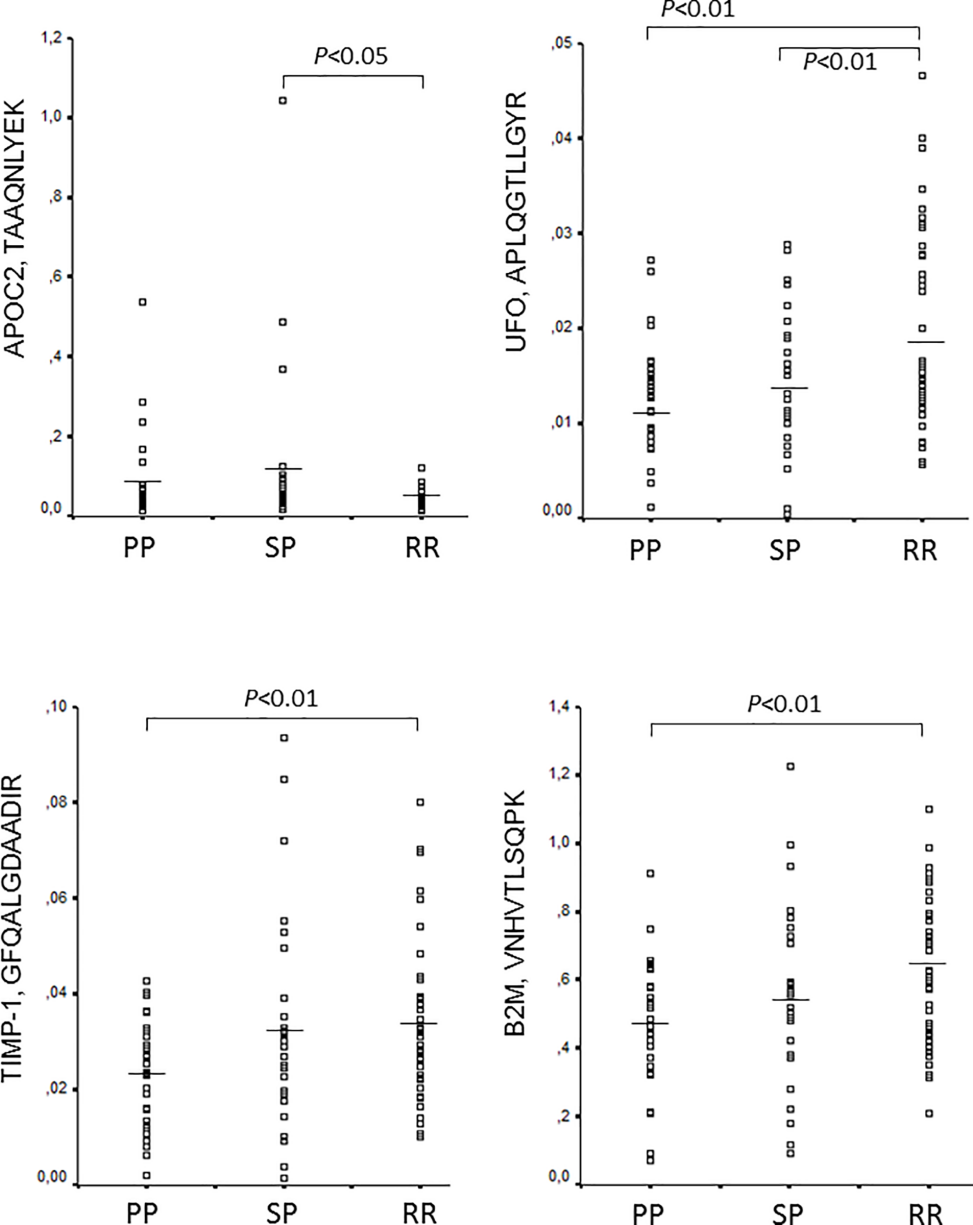
Differential regulation of 4 peptides in the CSF of patients with relapsing and progressive MS. Level of peptides relative to the respective stable isotope standard is indicated by scatter plots, and was quantified by targeted proteomics, parallel reaction monitoring in the CSF of patients with relapsing-remitting MS (RRMS, n = 40), secondary progressive MS (SPMS, n = 27), and primary progressive MS (PPMS, n = 30). (ANOVA, corrected for multiple-testing, using Benjamini-Hochberg). *See also S1 and S3 Tables*.

### Correlation of TIMP-1, APOC2, UFO, and B2M levels with inflammatory markers and neurofilament in the CSF

We next examined, if the level of the 4 peptides differentially expressed in MS subgroups correlate with concentration of 36 neuroinflammatory markers and neurofilament light chain (NF-L) in the CSF of 17 patients with RRMS. The level of UFO peptide APLQGTLLGYR and TIMP-1 peptide GFQALGDAADIR negatively correlated with the concentration of IL-6. Peptide APLQGTLLGYR of UFO also negatively correlated with concentration of CCL2/MCP-1. Peptide VNHVTLSQPK of B2M also negatively correlated with the concentration of CCL17/TARC. In contrast, peptide TAAQNLYEK of APOC2 showed positive correlation with the concentration of IL-16, IL-2 and CCL26/eotaxin-3 (**Fig 5**). NF-L showed no correlation with the 4 peptides.

**Fig 5:**
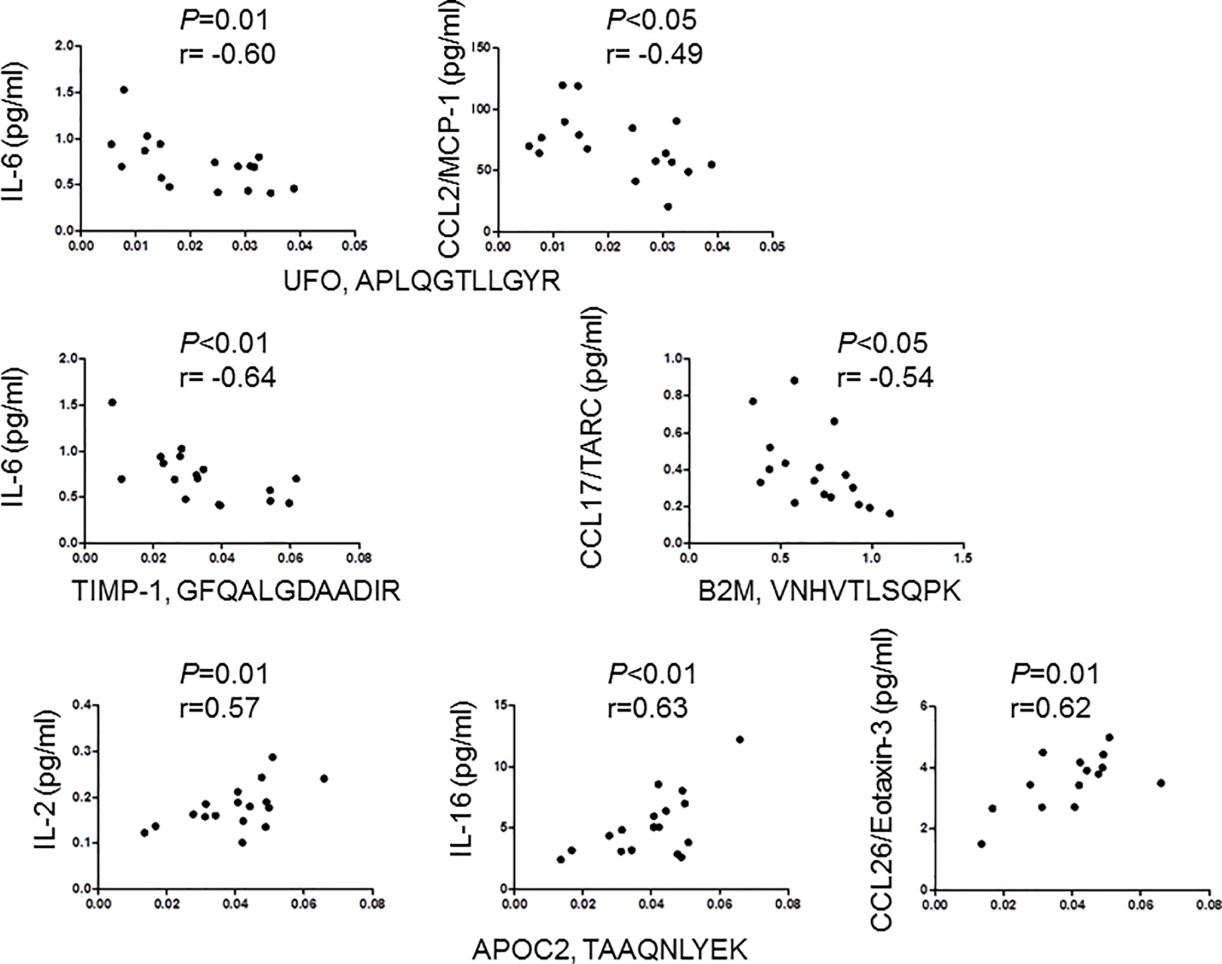
Correlation of peptide levels with pro-inflammatory markers in the CSF of patients with relapsing-remitting MS. The concentration of the indicated biomarkers was examined by MesoScale Discovery technique, and the levels of peptides were quantified by parallel reaction monitoring in the CSF of 17 patients with RRMS.

We also examined the correlation among the 4 peptides in the CSF of the same 17 patients with RRMS. We found that B2M correlated with levels of both UFO (p<0.0001, r = 0.91) and TIMP-1 (p<0.01, r = 0.71), and we also found correlation between TIMP-1 and UFO (p<0.01, r = 0.64).

### Genes and proteins of TIMP-1, APOC2, UFO, and B2M are over-expressed during acute remyelination

To investigate if the expression of the 4 orthologues (TIMP-1, APOC2, UFO, and B2M) is related to de- or remyelination, and explore the dynamics of expression, we examined changes in the gene and protein expression of the 4 orthologues during experimental de- and remyelination in the CPZ model. All four genes peaked during acute remyelination, and the gene encoding TIMP1 was also upregulated during demyelination (**Fig 6**).

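Of the 4 genes, Axl (which encodes UFO), Timp1 and B2m were followed on the demyelination arrays, and Apoc2 was not analysed here. Timp1 rose from a log2 signal of −1.46 ± 0.53 (SD, n = 3) on the control arrays to 0.76 ± 0.61 (SD, n = 3) at 2 weeks of CPZ and 0.42 ± 0.96 (SD, n = 4) at 4 weeks. The log2 fold change was 2.22 (standard error 0.56, adjusted p = 0.15 from limma with Benjamini-Hochberg adjustment) and 1.88 (standard error 0.52, adjusted p = 0.2). A second Timp1 probe, not well above background on any control array, was at least 3.63-fold higher at 2 weeks and at least 2.34-fold higher at 4 weeks. B2m rose from 2.54 ± 0.63 (SD, n = 3) to 4.42 ± 0.73 (SD, n = 3) and 4.47 ± 0.52 (SD, n = 4), a log2 fold change of 1.88 (standard error 0.46, adjusted p = 0.14) and 1.94 (standard error 0.43, adjusted p = 0.11). Axl changed least, by 0.81 at 2 weeks (standard error 0.32, adjusted p = 0.42) and 1.18 at 4 weeks (standard error 0.29, adjusted p = 0.15).

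For the 3 genes, every CPZ array lay above every control array at both times. None was called over all probes tested. Adjusted over the list alone, the p was 0.029 and 0.0047 for Axl, 0.0047 and 0.0069 for Timp1, and 0.0047 and 0.0047 for B2m at 2 and 4 weeks. The study picked these genes from comparisons that included the same arrays. With 1 array left out at a time, the log2 fold change stayed between 0.63 and 1.10 at 2 weeks and 0.97 and 1.29 at 4 weeks for Axl. It stayed between 1.91 and 2.51 and between 1.59 and 2.33 for Timp1, and between 1.62 and 2.30 and between 1.69 and 2.30 for B2m. With the slide as a block, fixed or random, Axl and B2m were called at 4 weeks. With array weights, chosen after the data were seen, all 3 genes were called at both times, with most of the weight of each CPZ group on 1 array. With the arrays as recorded for the scanner files, Timp1 and B2m at 4 weeks stood at −0.08 and −0.45. From the course of these genes over all phases (Fig 6), the paper states that Timp1 was also higher during demyelination.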

**Fig 6:**
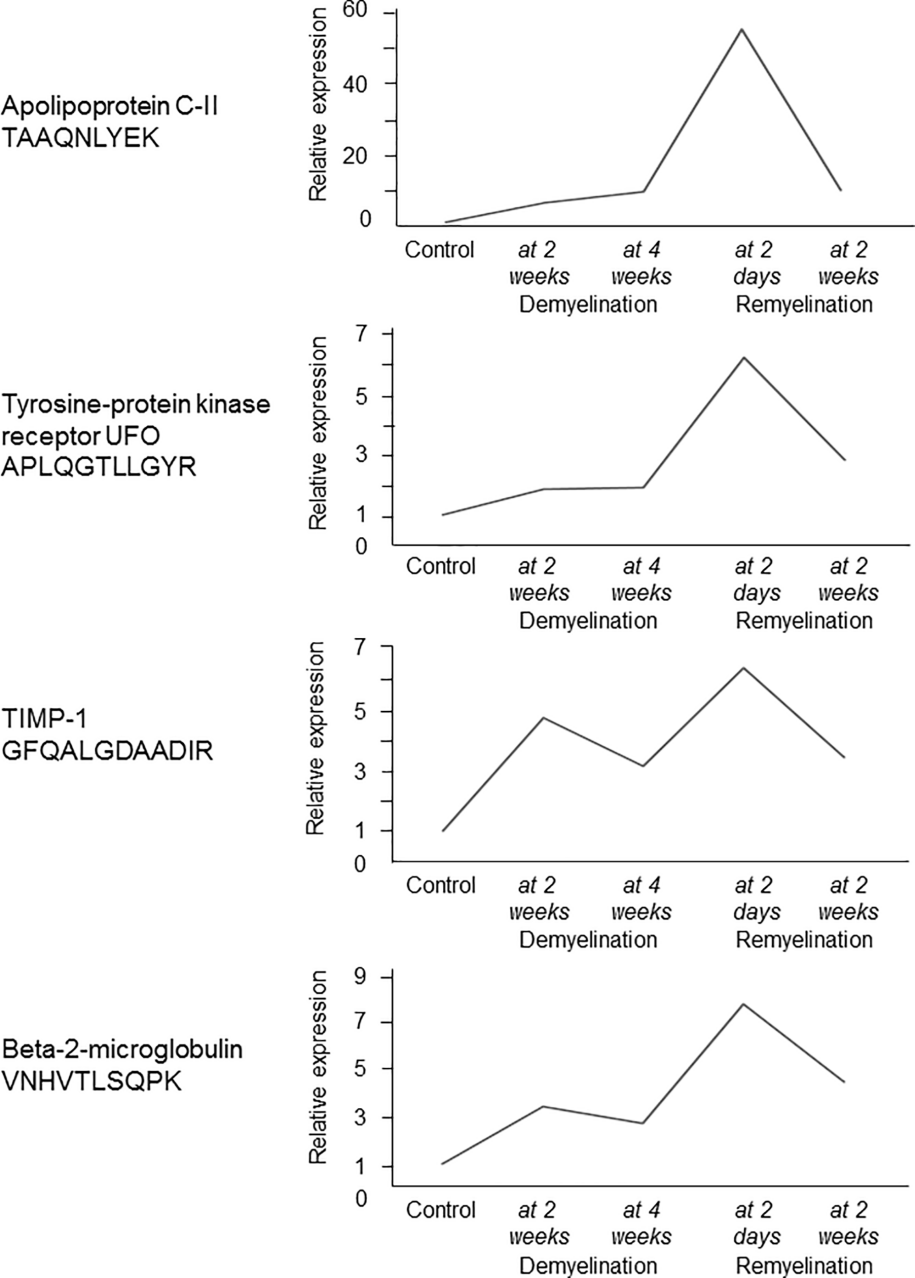
Experimental de- and remyelination kinetics of 4 genes with differentially regulated orthologues in the MS CSF. Relative expression of orthologous mouse genes of the 4 proteins was examined in the corpus callosum of control mice and during different phases of CPZ-induced demyelination (2 weeks, n = 3; and 4 weeks, n = 4), and acute and full remyelination (2 days after suspending CPZ, n = 3; and 14 days after suspending CPZ, n = 3) by 4x44K Agilent Whole Mouse Genom Expression Microarray. Mean of relative expression is shown at these time points.

To examine the protein expression and validate microarray data, we examined the expression of TIMP-1, APOC2, and UFO by immunohistochemistry in different tissues and in the brain of mice during CPZ-induced de- and remyelination. In the normal mouse brain, we found some expression of UFO within large neurons and minor reactivity on glia (most likely astrocytes) in the pons and CC (**Fig 7**). In mice treated with CPZ, we found mildly increased immunoreactivity in neurons in the pons (data not shown). Within the demyelinating CC, we found clear reactivity on macrophages/microglia; similar reactivity was seen during acute remyelination (**Fig 7**). These data suggest that major up-regulation of UFO within the CPZ lesions is due to its expression in macrophages/microglia.

**Fig 7:**
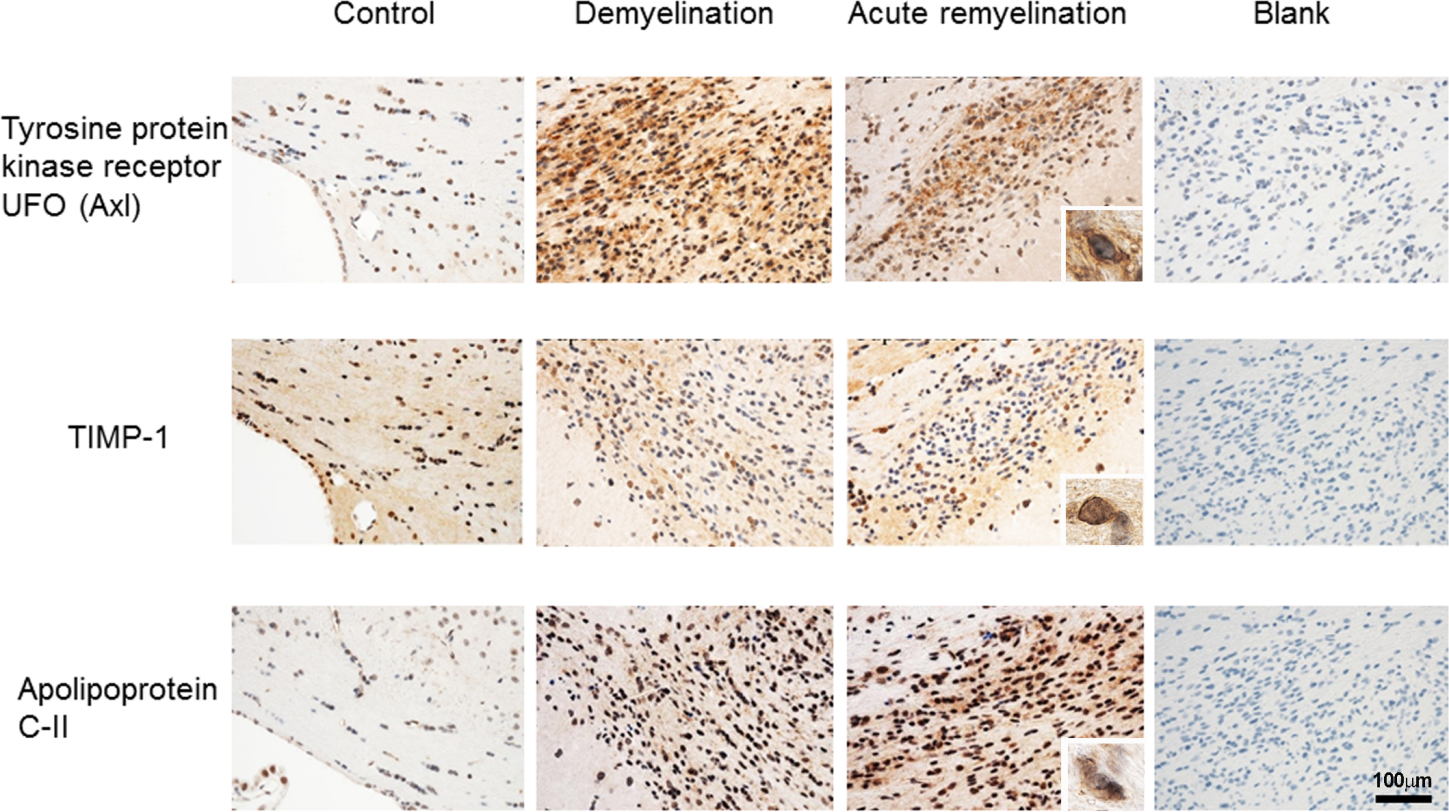
Expression of differentially regulated orthologous proteins in the CSF of patients with MS during CPZ-induced de- and remyelination. Protein expression of the indicated proteins have been examined by immunohistochemistry in the corpus callosum of controls, 4 weeks after CPZ administration (demyelination), and 2 days after suspending CPZ (acute remyelination). Blank indicates no antibody. Magnification bars represent 100 micrometer.

We found expression of TIMP-1 on the nuclear membrane of large neurons and minor reactivity in glia in the control animals (data not shown). In the CPZ lesions, we found reactivity in some cells, which by morphology are most likely oligodendrocytes or OPCs; this reactivity was increased during demyelination and acute remyelination in the CC, but not in the pons (**Fig 7**).

In the control brain, APOC2 immunoreactivity was seen in neurons and prominently in a subset of endothelial cells of vessels (data not shown). In the CPZ lesions, expression in endothelial cells was low or absent, but there was a variable degree of granular reactivity in macrophages, which was more pronounced during acute remyelination compared to demyelination (**Fig 7**).

## Discussion

Here, we applied a multi-omics approach to examine molecular pathways related to cellular responses that are associated with de- and remyelination in MS lesions, and used these findings to discover molecules that are differentially regulated in the CSF proteome among MS subtypes. We first examined the transcriptome signature of experimental de- and remyelination, and compared these to MS lesion transcriptomes in order to identify de- and remyelination related pathways and molecules in MS. We then examined the CSF proteome in a discovery MS cohort by LC-MS/MS, and protein products of the overlapping orthologous genes were screened in the CSF proteome. Based on these data, we designed 129 peptides that represented the orthologous genes, measured them in 97 CSF samples of additional MS patients (cohort 1 and 2), and compared their levels between relapsing and progressive MS subtypes. Peptides that were differentially regulated between RRMS and progressive MS were correlated with molecular markers representing inflammation, BBB dysfunction, and axonal damage. Finally, the expression kinetics of orthologous genes of the differentially regulated proteins were examined in the CPZ model, and related to experimental demyelination, acute and full remyelination.

In the animal model, the majority of differentially expressed genes during 2 and 4 weeks demyelination overlapped, and almost all differentially regulated pathways were related to lipid metabolism. We found the greatest rearrangement of gene expression during acute remyelination, indicating a rapid activation of genes. Many of the differentially regulated pathways/genes during acute remyelination, i.e. 2 days after suspending CPZ were associated with immune responses. Since adaptive immune responses are absent or minor in the CPZ model, this may reflect rapid microglia responses during acute remyelination. By the time of late remyelination (2 weeks), the majority of these genes (85%) were not differentially expressed, and only 7% were newly expressed.

We next compared the transcriptome signatures of experimental de- and remyelination to a wide variety of MS lesion transcriptomes: active, chronic active, chronic lesions, early and late lesions, cortical and white matter lesions [17–20]. The orthologous CPZ/MS genes represented pathways of lipid metabolism, cell death and survival, and inflammatory responses.

Besides lipid metabolism, pathway analysis of the orthologous CPZ/MS genes suggested the importance of TNFRSF1A encoding TNF receptor 1, CYBA (cytochrome b-245 alpha subunit) required for enzymes producing reactive oxygen species [21], PSMB, a proteasome subunit that is important in antigen presentation and regulation of apoptosis [22], and TREM2, TYROBP. In the CNS, TREM2 is expressed exclusively by microglia [23], and is crucial in basic microglia functions: ligation of TREM2 induces downstream signaling through its signaling partner TYROBP/DAP12 [24], and results in cellular activities in microglia including promotion of phagocytosis, survival, proliferation and inflammatory responses [25–27]. TREM2 through mTOR signaling is also important in maintaining the metabolic state of microglia and may serve as a sensor of stress [28]. Loss-of function mutations in TREM2/TYROBP/DAP12 cause myelin loss Nasu-Hakula disease indicating their role in maintaining CNS myelin integrity [25]. Thus, in both MS and in the cuprizone model, the upregulated TREM2/TYROBP pathway may indicate microglia activation reacting to myelin damage and/or apoptosis of oligodendrocytes. Indeed, in Trem2-deficient mice, activation of microglia and myelin clearance is deficient in the cuprizone model, and axonal injury is increased [29]. This may be explained by inability to sense myelin damage. In EAE, TREM2 is upregulated in microglia, and blocking TREM2 exacerbates disease [30]. These animal models may suggest a beneficial role of TREM2 in demyelinating diseases, and considering our data indicating TREM2/TYROBP as an orthologue CPZ/MS pathway, upregulation of TREM2/TYROBP may be also beneficial in MS. However, in recent neurodegenerative models with early pathology, targeting the TREM2/TYROBP-APOE pathway restored the homeostatic signature of microglia, and reduced neurodegeneration and neuroinflammation [27,31,32]. We also found that Apoc2 was upregulated in the de- and remyelinating corpus callosum in the CPZ model, and APOC2 was detected in the CSF of patients with MS. One of the mechanisms of sensing stress by TREM2 on microglia may be binding to phosphatidylserins and other phospholipids on the surface of stressed or apoptotic cells [25,33]. TREM2 is also able to bind apolipoproteins, i.e. APOE, APOA1, APOA2, APOD and APOE [25]. If APOC2 can be another binding ligand for TREM2 is unclear.

Upstream regulators of the orthologous CPZ/MS genes focused attention on several additional molecules: upregulated pathways of IL-15, IFN-γ, STAT3, TNF, and IL-1β; and down-regulated pathways of SCAP. IL-15 enhances the cytotoxic effect of lymphocytes; it is elevated in the serum and CSF of patients with MS and expressed on astrocytes in MS lesions [34,35]. SCAP (sterol regulatory element binding protein cleavage activation protein) control cholesterol synthesis [36]. In the upstream regulator orthologous pathways, all genes in the SCAP pathway were downregulated during demyelination (*Mvd*, *Elovl6*, *Acsl1*, *Dhcr7*); in contrast, in the upregulated inflammatory pathways three out of the five genes peaked during acute remyelination (*Timp1*, *Psmbp9*, *Ifi35*), one peaked during full remyelination (*Cd47*), and one gene reached a plateau during early demyelination that persisted during acute remyelination (*Angptl4*). These data indicate again that differentially expressed orthologous MS genes related to remyelination are associated with inflammatory responses most probably by microglia.

Next, we used the CPZ and the orthologous MS gene data sets for identifying molecules that are differentially expressed in the CSF of relapsing and progressive MS by using a multi-omics method. We applied a two-step approach of CSF proteomics: (i) we first identified protein products of orthologous genes in the CSF proteome, and (ii) used a targeted quantitative approach to validate and compare the levels of specific proteins among MS subtypes. Using this approach, we focused on those proteins that were differentially expressed in MS lesions as genes, and were related to de- and remyelination. We identified 4 proteins differentially regulated between relapsing and progressive MS: UFO, TIMP-1, APOC2, and B2M.

One of the overlapping CPZ/MS gene orthologues, UFO protein, a receptor tyrosine kinase belonging to the family of TAM receptors, was upregulated in the CSF proteome of patients with relapsing compared to progressive MS. In the CPZ model, UFO protein was upregulated on macrophages/microglia in the demyelinating and acute remyelinating corpus callosum, while expressed at low levels in the normal mouse brain. This pattern of upregulation and cellular source is compatible with the function of UFO, as its plays a role in clearing myelin debris and apoptotic cells [37]. In the absence of Axl and/or its ligand growth-arrest-specific protein 6 (Gas6), remyelination is delayed, axonal damage is more severe, and inflammation is more pronounced [38–41]. We also found that higher level of UFO was associated with lower CCL2/MCP-1 concentrations in the CSF. CCL2/MCP-1 regulates the migration of monocytes/macrophages, and both are upregulated in MS lesions [42,43]. Higher level of UFO in the CSF of RRMS was also associated with lower concentration of IL-6 that disrupts the integrity of the BBB, and promotes autoimmune CNS response [44]. UFO-deficient (Axl-KO) mice had also more severe clinical course of EAE, which indicates a protective role of UFO in the inflammatory model of MS [37]. Altogether, these data support the notion that UFO may contribute to tissue repair and less inflammation both in MS and experimental demyelination partially by promoting phagocytosis by microglia and reducing inflammation.

Another overlapping CPZ/MS gene orthologue, TIMP-1 was also upregulated in the CSF proteome of relapsing versus primary progressive MS. In the CPZ lesions, we found reactivity in cells, which by morphology are most likely oligodendrocytes or OPCs; this reactivity was increased during demyelination and further increased during acute remyelination. Besides regulating MMP-9 [45,46], TIMP-1 also exhibits a trophic, growth factor function: it promotes astrocyte recovery [47], OPC differentiation [48], and activates PI3K and Akt signaling [49]. TIMP-1 is also expressed in immature astrocytes [48]. We may speculate that our observation of TIMP-1 expression on oligodendrocytes/OPCs may be related to their differentiation and survival during demyelination and especially during remyelination. In line with our results, *Timp-1* mRNA has been described to be upregulated during demyelination and in the acute remyelination phase [50]. TIMP-1 is upregulated in cortical MS lesions [18], and its restricted expression promotes EAE pathology [51]. Low levels of TIMP-1 and high MMP-9 concentration in both CSF and serum may be a marker of MRI disease activity, and their ratio may estimate the integrity of the BBB [52,53]. We also found that levels of TIMP-1 in the CSF of RRMS negatively correlated with the concentration of IL-6, which may support the beneficial role of elevated TIMP-1 in controlling inflammation and possibly BBB damage, similar to UFO.

A third orthologue, B2M was also upregulated in relapsing versus primary progressive MS. B2M constitutes the light chain of MHC I proteins that are expressed by all nucleated cells. It is released during metabolism and degradation, and thereby reflects cell membrane removal and cellular turnover. The presence of B2M in the CSF may be a CNS inflammatory or tumor marker [54]. In our study, the level of B2M showed a week negative correlation with CSF concentration of CCL17/TARC that induces chemotaxis of T cells through CCR4. In a recent study, we found higher concentration of CCL17/TARC in SLE-associated NMOSD, and CCL17/TARC correlated with AQP4-antibody, anti-nucleosome, anti-dsDNA, and CXCL10/IP-10 levels [55]. Increased B2M gene expression in CPZ lesions may also indicate microglia responses related to demyelination and acute remyelination; such responses may be beneficiary by removing myelin debris and limiting inflammation.

In summary, the levels of UFO, TIMP-1 and B2M were higher in RRMS compared to progressive MS types; they correlated negatively with pro-inflammatory markers in the CSF; and also showed a strong positive correlation with each other.

In contrast to these three orthologues, the fourth orthologue, APOC2 was upregulated in the CSF proteome of progressive compared to relapsing MS, and this molecule is directly related to lipid metabolism in the brain [56]. APOC2 is a cofactor for the activation of lipoprotein lipase that mediates hydrolysis of triglycerides, and plays an important role in the transport of lipids in the CNS [57,58]. Apolipoprotein C2 deficiency is related to a lipid encephalopathy and spinocerebellar ataxia type 12 [59,60]. In contrast to the other three orthologues, APOC2 level in the CSF showed a strong positive correlation with the concentration of proinflammatory IL-2, IL-16, and CCL26/eotaxin-3. In MS and EAE, IL-16 is an important chemotactic factor for CD4^+^ T cells, and has been observed within the perivascular infiltrates [61]. APOC2 has been identified as a potential risk gene for MS, although this finding has been questioned by others [62–64].

UFO, TIMP-1, B2M and APOC2 all had similar expression profiles in the CPZ model: the peak gene expression was observed during acute remyelination, and up-regulated proteins were found during demyelination and acute remyelination. Nevertheless, the cellular source of these molecules may be different: UFO and APOC2 showed reactivity with macrophages/microglia, while TIMP-1 was upregulated most likely on oligodendrocytes or OPCs. These data may indicate that although these proteins have been related to de- and remyelination, they reflect different cellular responses including microglia activation. Indeed, microglia-related 24 genes (surface markers and phagocytosis-related genes) peaked during acute remyelination in our study; nevertheless, the oligodendrocyte precursor cell gene of NG2 was also upregulated during acute remyelination (data not shown).

Finally, we used the CSF-PR 2.0 database to examine if these 4 proteins have been previously detected and quantitatively changed in the CSF proteome of patients with MS [65]. This database search indicated that all of these 4 proteins have been previously detected in the CSF proteome of patients with RRMS. The level of TIMP-1 was increased in the CSF proteome of patients with RRMS compared to controls with other neurological diseases and healthy subjects [66–68], but there was no difference comparing patients with early MS to clinically definite MS [69]. The level of UFO was not different in the CSF proteome of early MS or RRMS compared to other neurological disease controls [66,67,69]. The level of B2M was increased in the CSF of proteome of patients with RRMS compared to other neurological disease controls [66,67], while other studies did not find such differences [66,67]. The level of APOC2 was not different in the CSF proteome of patients with RRMS and other neurological disease controls [66,67].

## Conclusion

Our study used a comprehensive, translational multi-omics approach. The differential gene expression during experimental de- and remyelination was compared to MS lesion transcriptomes, and overlapping orthologues were screened at protein levels in the CSF proteome of MS patients. Finally, 129 peptides of selected 52 protein orthologues were quantitatively measured in 97 individual CSF, respectively. Their levels were compared between relapsing and progressive MS, were correlated with inflammatory markers in the CSF, and were related to gene and protein expression kinetics in experimental de- and remyelination. We could conclude that (i) experimental demyelination was mainly associated with altered lipid metabolism, while acute remyelination was associated with a profound change in gene activation. Many of the upregulated genes during acute remyelination were related to immune responses, and overlapped with orthologues in MS lesions. In fact, (ii) three out of four protein orthologues that were differentially regulated in the CSF proteome of relapsing and progressive MS were not directly related to myelin metabolism, but to pathways important in cell survival and immune responses. (iii) Since adaptive immune responses are absent or minor in the CPZ model, our data may indicate the role of microglia during acute remyelination, and different cellular responses promoting oligodendrocyte survival; the TREM2/TYROBP orthologous pathway may be important in such processes. (iv) These events were reflected in the CSF proteome of patients with MS. (v) Interestingly, the three CPZ/MS orthologues that were upregulated in the CSF proteome of relapsing compared to progressive MS, were all negatively correlated with inflammatory molecules, while positively correlated with each other. Although their cellular source maybe different, previous data indicated their protective role in experimental models: UFO (*Axl*) promotes remyelination and oligodendrocyte survival and limits inflammation [29–33,41]; TIMP-1 limits inflammation, blood-brain barrier damage, and promotes OPC differentiation [46–50]; B2M may indicate microglia activation related to removal of myelin debris and limiting inflammation in the cuprizone lesions; soluble B2M in the MS CSF may indicate increased cellular metabolism and degradation in the CNS. Thus, (vi) increased levels of UFO, TIMP-1 and B2M in the CSF of patients with relapsing MS may indicate different cellular processes in the brain related to de- and remyelination that aim reducing inflammation and promoting survival of oligodendrocytes and their precursor cells. (vii) These processes are either less pronounced in the brain, or less reflected in the CSF in progressive MS. (viii) The only orthologue that were upregulated in the CSF proteome of progressive versus relapsing MS was APOC2 that is related to cholesterol metabolism in the brain. In contrast to the other three orthologues, APOC2 level showed a strong correlation with the concentration of proinflammatory molecules IL-2, IL-16, and CCL26/eotaxin-3. This may indicate that myelin and lipid-related pathological events in the CNS may be more pronounced (or more reflected in the CSF) in progressive MS, nevertheless, they may be associated with inflammatory responses even in this phase.

This study is not without limitations. The CSF full proteome was examined in 30 patients, and only a low volume of samples were applied from each patient. However, we did not restrict the design of the peptide library only to these findings, and the targeted proteomics was done with a large number of individual CSF samples using higher volumes of CSF. Although we validated the protein expression of UFO, APOC2 and TIMP-1 by immunohistochemistry, the cell-specific expression was not addressed by specific antibodies. Nevertheless, this was not a major aim of the study. The role of these identified four molecules as potential CSF biomarkers should be validated in independent larger studies. Their biomarker potential and role in MS pathogenesis are reflected by previous studies indicating their presence in the CSF proteome of patients with RRMS, and upregulation of TIMP-1 and B2M in the CSF proteome of RRMS compared to controls [65–69].

## Supporting information

S1 Table Protein concentration (μg/mL) in the CSF of patients with primary progressive (PP), secondary progressive (SP) and relapsing-remitting (RR) multiple sclerosis. (PDF) Click here for additional data file.

S2 Table Differentially expressed genes in the CPZ model selected for targeted proteomics in MS-CSF and their expression in MS lesions. (PDF) Click here for additional data file.

S3 Table Uniformly detected proteins in 97 CSF samples of MS by targeted quantitative proteomics. (PDF) Click here for additional data file.

S4 Table Level of peptides relative to the respective stable isotope standard in the CSF of patients with primary progressive (PP), secondary progressive (SP) and relapsing-remitting (RR) multiple sclerosis. (PDF) Click here for additional data file.

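S4 Table lists, for each CSF sample, the signal of 4 peptides divided by that of a synthetic peptide of the same sequence carrying heavy isotopes, which was added in equal amount to every sample. A value of 1 would mean as much of the peptide as of the standard. The table holds 30 patients with primary progressive (PP), 27 with secondary progressive (SP) and 40 with relapsing-remitting (RR) multiple sclerosis, and only group summaries are given here. The APOC2 peptide stood at 0.0843 ± 0.105 (SD) in PP, 0.122 ± 0.211 in SP and 0.0438 ± 0.019 in RR, with an SD above the mean in PP and SP. The UFO peptide stood at 0.0128 ± 0.00586, 0.014 ± 0.00768 and 0.0199 ± 0.0103. The TIMP-1 peptide stood at 0.0231 ± 0.0109, 0.0333 ± 0.0225 and 0.0346 ± 0.0168, and the B2M peptide at 0.476 ± 0.188, 0.555 ± 0.265 and 0.629 ± 0.212.

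The means were compared by two-sided permutation tests with 100000 resamples, adjusted by Benjamini-Hochberg over the 12 comparisons. The paper had picked these peptides, out of a larger set, because they differed between the groups in the same samples. The adjustment, here and in the methods' test, covers the picked peptides only. A small p in these tests is therefore not independent evidence. APOC2 was higher than in RR both in SP (adjusted p = 0.0054) and in PP (adjusted p = 0.0107). UFO was lower than in RR both in PP (adjusted p = 0.0054) and in SP (adjusted p = 0.0256). TIMP-1 was lower in PP than in RR (adjusted p = 0.0054), and lower in PP than in SP (adjusted p = 0.0482). B2M was lower in PP than in RR (adjusted p = 0.00789). The other 5 comparisons were not past 0.05, with adjusted p from 0.271 to 0.79. The methods' test moved 2 of the comparisons past the threshold to its other side: APOC2 in PP against RR (n = 30 and n = 40, p = 0.38) and TIMP-1 in PP against SP (n = 30 and n = 27, p = 0.068). The latter was also not past it on the log2 scale (adjusted p = 0.33).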

# Supplementary material for: Orthologous proteins of experimental de- and remyelination are differentially regulated in the CSF proteome of multiple sclerosis subtypes
**Source:** PLoS One. 2018 Aug 16;13(8):e0202530. doi: 10.1371/journal.pone.0202530
**Supplement:** S1 Table

**S1 Table**

**Protein concentration (µg/mL) in the CSF of patients with primary progressive (PP), secondary progressive (SP) and relapsing-remitting (RR) multiple sclerosis**

| <b>PP</b> | <b>SP</b> | <b>RR</b> |
|-----------|-----------|-----------|
| 110       | 240       | 400       |
| 226,7     | 196,7     | 146,7     |
| 244,4     | 163,3     | 154,2     |
| 411,4     | 150       | 241,7     |
| 380       | 183,3     | 170,8     |
| 340       | 263,3     | 116,7     |
| 213,3     | 243,3     | 187,5     |
| 233,3     | 200       | 520,8     |
| 200       | 640       | 173,3     |
| 180       | 520       | 230       |
| 286,7     | 200       | 266,7     |
| 140       | 326,7     | 243,3     |
| 250       | 253,3     | 356,7     |
| 372       | 176,7     | 170       |
| 179,2     | 244,4     | 326,7     |
| 258,3     | 225       | 203,3     |
| 204,2     | 100       | 233,3     |
| 744       | 86,67     | 155,6     |
| 300       | 236,7     | 370       |
| 153,3     | 80        | 250       |
| 253,3     | 173,3     | 336,7     |
| 520,8     | 156,7     | 323,3     |
| 286,7     | 244,4     | 280       |
| 280       | 1190      | 300       |
| 196,7     | 180       | 350       |
| 143,3     | 136,7     | 226,7     |
| 196,7     | 446,4     | 276,7     |
| 226,7     |           | 246,7     |
| 250       |           | 256,7     |

380

156,7

216,7

176,7

176,7

153,3

313,3

110

156,7

196,7

313,3

356,7

---

# Supplementary material for: Orthologous proteins of experimental de- and remyelination are differentially regulated in the CSF proteome of multiple sclerosis subtypes
**Source:** PLoS One. 2018 Aug 16;13(8):e0202530. doi: 10.1371/journal.pone.0202530
**Supplement:** S2 Table

**S2 Table****Differentially expressed genes in the CPZ model selected for targeted proteomics in MS-CSF and their expression in MS lesions**

| <b>Gene</b>    | <b>Protein</b>                                                   | <b>WM</b> | <b>GM</b> | <b>GWAS</b> | <b>Peptide sequences</b>                        |
|----------------|------------------------------------------------------------------|-----------|-----------|-------------|-------------------------------------------------|
| <i>ADAMTS1</i> | A disintegrin and metalloproteinase with thrombospondin motifs 1 |           |           |             | LGRPSEEDEELVVPeler<br>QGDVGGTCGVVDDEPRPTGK      |
| <i>AIF1</i>    | Allograft inflammatory factor 1                                  | x         |           |             | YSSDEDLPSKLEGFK<br>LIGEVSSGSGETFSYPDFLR         |
| <i>ANGPTL4</i> | Angiopoietin-related protein 4                                   | x         |           |             | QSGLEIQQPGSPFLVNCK<br>MTSDGGWTVIQR              |
| <i>APOC2</i>   | Apolipoprotein C-II                                              |           |           |             | ESLSSYWESAK<br>TAAQNLYEK<br>TYLPAVDEK           |
| <i>AXL</i>     | Tyrosine-protein kinase receptor UFO                             | x         |           |             | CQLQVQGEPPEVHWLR<br>TATITVLPQQPR<br>APLQGTLLGYR |
| <i>B2M</i>     | b2-microglobulin                                                 | x         |           |             | VEHSDLSFSK<br>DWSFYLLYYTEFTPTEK<br>VNHVTLSPK    |
| <i>CD83</i>    | CD83 antigen                                                     |           |           |             | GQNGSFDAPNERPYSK<br>LQSIFPDFSK                  |
| <i>CD84</i>    | SLAM family member 5                                             |           |           |             | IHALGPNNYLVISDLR                                |

|               |                                                                  |   |  |  |                                                     |
|---------------|------------------------------------------------------------------|---|--|--|-----------------------------------------------------|
|               |                                                                  |   |  |  | ADINTQADPYTTTK                                      |
| <i>CERS2</i>  | Ceramide synthase 2                                              |   |  |  | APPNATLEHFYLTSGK<br>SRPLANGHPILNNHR                 |
| <i>CMTM5</i>  | CKLF-like MARVEL transmembrane domain-containing protein 5       | x |  |  | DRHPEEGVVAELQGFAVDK<br>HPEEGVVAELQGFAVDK            |
| <i>CNTF</i>   | Ciliary neurotrophic factor                                      |   |  |  | SDLTALTESYVK<br>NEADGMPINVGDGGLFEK                  |
| <i>CNTN2</i>  | Contactin-2                                                      | x |  |  | FAQLNLAAEDTR<br>VISDTEADIGSNLR<br>LSLED SGMYQCVAENK |
| <i>DBNDD2</i> | Dysbindin domain-containing protein 2                            | x |  |  | LPPLPR                                              |
| <i>DHCR7</i>  | 7-dehydrocholesterol reductase, pathway cholesterol biosynthesis | x |  |  | LLVSGFWGVAR<br>YTAAVPYR                             |
| <i>EDIL3</i>  | EGF-like repeat and discoidin I-like domain-containing protein 3 | x |  |  | VTGVITQGAK<br>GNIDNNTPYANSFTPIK                     |
| <i>ELOVL1</i> | Elongation of very long chain fatty acids protein 1              | x |  |  | MEAVVNLYQEVMK<br>ALQQNGAPGIAK                       |
| <i>ERBB3</i>  | Receptor tyrosine-protein kinase erbB-3                          | x |  |  | LTFQLEPNPHTK<br>GFSLLIMK                            |
| <i>FGFR2</i>  | Fibroblast growth factor receptor 2                              | x |  |  | DAAVISWTK<br>TVLIGEYLQIK                            |

|                |                                        |   |   |   |                                                                  |
|----------------|----------------------------------------|---|---|---|------------------------------------------------------------------|
|                |                                        |   |   |   | DSGLYACTASR                                                      |
| <i>GAL3ST1</i> | Galactosylceramide sulfotransferase    | x |   |   | TASSTLLNILFR<br>ATAWNMLDSHLYR                                    |
| <i>GDF15</i>   | Growth/differentiation factor 15       |   | x |   | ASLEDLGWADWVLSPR<br>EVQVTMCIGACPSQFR<br>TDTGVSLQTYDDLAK          |
| <i>GPR65</i>   | Psychosine receptor                    |   |   | x | YLAVVYPLK<br>KVYQAVR                                             |
| <i>GSN</i>     | Gelsolin                               | x |   |   | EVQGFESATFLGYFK<br>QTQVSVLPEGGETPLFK<br>AVEVLPK<br>DSQEEKTEALTSK |
| <i>HCST</i>    | Hematopoietic cell signal transducer   | x |   |   | SPAQEDGK<br>VYINMPGR                                             |
| <i>HP</i>      | Haptoglobin                            |   |   |   | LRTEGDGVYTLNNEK<br>DIAPTLTLYVGK<br>YVMLPVADQDQCIR<br>VTSIQDWVQK  |
| <i>IL12RB1</i> | Interleukin-12 receptor subunit beta-1 |   |   | x | SPEVTLQLYNSVK<br>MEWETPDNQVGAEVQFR<br>FSVEQLGQDGR                |

|               |                                  |   |  |   |                                                                    |
|---------------|----------------------------------|---|--|---|--------------------------------------------------------------------|
| <i>IGF1</i>   | Insulin-like growth factor I     |   |  |   | APQTGIVDECCFR<br>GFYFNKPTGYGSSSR<br>RLEMYCAPLKPAK                  |
| <i>IL33</i>   | Interleukin-33                   |   |  |   | DFWLHANNK<br>TDPGVFIGVK<br>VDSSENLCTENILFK                         |
| <i>IRF8</i>   | Interferon regulatory factor 8   |   |  | x | SPDFEEVTDR<br>IVPEEEQK<br>DEVVQVFDTSQFFR                           |
| <i>ITGB4</i>  | Integrin beta-4                  |   |  |   | VDKDCAYCTDEMFR<br>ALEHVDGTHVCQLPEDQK<br>LVFSALGPTSLR               |
| <i>KLK6</i>   | Kallikrein-6                     | x |  |   | KPNLQVFLGK<br>ESSQEQQSSVVR<br>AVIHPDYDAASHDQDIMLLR<br>LSELIQPLPLER |
| <i>LDLR</i>   | Low-density lipoprotein receptor |   |  |   | NVVALDTEVASNR<br>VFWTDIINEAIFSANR                                  |
| <i>LGALS1</i> | Galectin-1                       | x |  |   | SFVLNLGK<br>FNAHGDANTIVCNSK<br>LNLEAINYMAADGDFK                    |

|               |                                     |   |   |  |                                               |
|---------------|-------------------------------------|---|---|--|-----------------------------------------------|
| <i>LPAR1</i>  | Lysophosphatidic acid receptor 1    |   |   |  | LTVSTWLLR<br>SENPTGPTEGSDR                    |
| <i>LYZ</i>    | Lysozyme C                          |   | x |  | WESGYNTR<br>ATNYNAGDR<br>STDYGIFQINSR         |
| <i>MAG</i>    | Myelin-associated glycoprotein      | x |   |  | LLGDLGLR<br>DTVQCLCVVK<br>SLELPFQGAHR         |
| <i>MBP</i>    | Myelin basic protein                | x | x |  | YLATASTMDHAR<br>DTGILDSIGR<br>TQDENPVVHFFK    |
| <i>MOG</i>    | Myelin-oligodendrocyte glycoprotein | x |   |  | ALVGDEVELPCR<br>FSDEGGFTCFRR<br>DHSYQEEAAMELK |
| <i>MYOF</i>   | Myoferlin                           |   |   |  | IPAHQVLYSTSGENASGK<br>SLGPPGPPFNITPR          |
| <i>QDPR</i>   | Dihydropteridine reductase          | x |   |  | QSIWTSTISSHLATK<br>EGLLTLGAK<br>GAVHQLCQSLAGK |
| <i>S100A4</i> | Protein S100-A4                     |   | x |  | ALDVMVSTFHK<br>ELPSFLGK                       |

|                 |                                                       |   |   |   |                                                                 |
|-----------------|-------------------------------------------------------|---|---|---|-----------------------------------------------------------------|
| <i>SERPIND1</i> | Heparin cofactor II                                   |   |   |   | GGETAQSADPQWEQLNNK<br>QFPILLDFK<br>TLEAQLTPR                    |
| <i>SYNGR1</i>   | Synaptogyrin-1                                        | x |   |   | AGGAFDPYTLVR<br>DNPLNEGTDAAAR                                   |
| <i>STMN1</i>    | Stathmin                                              | x |   |   | ASGQAFELILSPR<br>SKESVPEFPLSPPK<br>ESVPEFPLSPPK                 |
| <i>SYNJ2</i>    | Synaptojanin-2                                        | x |   |   | YDVGSAAYDTSK<br>GGASEEALSAVAPR                                  |
| <i>TGFBI</i>    | Transforming growth factor-beta-induced protein ig-h3 |   |   |   | GRQHGPNVCAVQK<br>STVISYECCPGYEK<br>DGTPPIDAHTR<br>YLYHGQTLETGGK |
| <i>TIMP1</i>    | Metalloproteinase inhibitor 1                         |   | x |   | GFQALGDAADIR<br>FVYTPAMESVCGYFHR<br>EPGLCTWQSLR                 |
| <i>TMEFF2</i>   | Tomoregulin-2                                         |   | x |   | IGDTVTCVCQFK<br>IEVMSLGR                                        |
| <i>TNFRSF1A</i> | Tumor necrosis factor receptor superfamily member 1A  |   | x | x | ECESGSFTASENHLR<br>QNTVCTCHAGFFLR                               |

|               |                                                  |  |   |  |                                       |
|---------------|--------------------------------------------------|--|---|--|---------------------------------------|
| <i>TREM2</i>  | Triggering receptor expressed on myeloid cells 2 |  | x |  | VVSTHNLWLLSFLR<br>VLVEVLADPLDHR       |
| <i>TYROBP</i> | TYRO protein tyrosine kinase-binding protein     |  | x |  | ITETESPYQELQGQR<br>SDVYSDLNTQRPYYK    |
| <i>UBD</i>    | Ubiquitin D                                      |  |   |  | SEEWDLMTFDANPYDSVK<br>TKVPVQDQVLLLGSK |

# Supplementary material for: Orthologous proteins of experimental de- and remyelination are differentially regulated in the CSF proteome of multiple sclerosis subtypes
**Source:** PLoS One. 2018 Aug 16;13(8):e0202530. doi: 10.1371/journal.pone.0202530
**Supplement:** S3 Table

### S3 Table

#### Uniformly detected proteins in 97 CSF samples of MS by targeted quantitative proteomics

| Protein                                       | Peptide sequence                                                   | Function                                                                             |
|-----------------------------------------------|--------------------------------------------------------------------|--------------------------------------------------------------------------------------|
| kallikrein-6                                  | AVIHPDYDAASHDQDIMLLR<br>ESSSEQSSVVR<br>KPNLQVFLGK<br>LSELIQPLPLER  | serine protease, myelination,<br>axon outgrowth                                      |
| haptoglobin                                   | DIAPTLTLYVGK<br>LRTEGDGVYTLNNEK<br>VTSIQDWVQK<br>YVMLPVADQDQCIR    | antibacterial, antioxidant,<br>acute phase response                                  |
| TIMP-1                                        | EPGLCTWQSLR<br>GFQALGDAADIR                                        | metalloproteinase inhibitor<br>OPC differentiation                                   |
| apolipoprotein C-II                           | ESLSSYWESAK<br>TAAQNLYEK<br>TYLPAVDEK                              | lipoprotein metabolism:<br>VLDL, chylomicron<br>activates lipoprotein lipase         |
| heparin cofactor 2                            | TLEAQLTPR                                                          | thrombin inhibitor;<br>chemotactic for monocytes                                     |
| gelsolin                                      | AVEVLPK<br>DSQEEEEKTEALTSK<br>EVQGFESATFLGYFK<br>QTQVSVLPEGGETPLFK | calcium-regulated actin-<br>modulating protein                                       |
| tyrosine-protein kinase<br>receptor UFO (Axl) | APLQGTLLGYR<br>TATITVLPQQPR                                        | binding growth factor<br>GAS6: anti-apoptotic<br>CML oncogene, cell<br>proliferation |
| lysozyme C                                    | WESGYNTR                                                           | enhance the activity of<br>immunoagents, bacteriolytic                               |
| beta-2-microglobulin                          | VEHSDLSFSK<br>VNHVTLSPK                                            | MHC I                                                                                |
| contactin-2                                   | FAQLNLAAEDTR                                                       | organization of axonal                                                               |

---

domains at nodes of Ranvier

---

OPC: oligodendrocyte precursor cell; VLDL: very low-density lipoprotein; CML: chronic myeloid leukemia; GAS6: Growth Arrest Specific 6

# Supplementary material for: Orthologous proteins of experimental de- and remyelination are differentially regulated in the CSF proteome of multiple sclerosis subtypes
**Source:** PLoS One. 2018 Aug 16;13(8):e0202530. doi: 10.1371/journal.pone.0202530
**Supplement:** S4 Table

**S4 Table**

**Level of peptides relative to the respective stable isotope standard in the CSF of patients with primary progressive (PP), secondary progressive (SP) and relapsing-remitting (RR) multiple sclerosis**

| APOC2, TAAQNLYEK |          |          | UFO, APLQGTLGTYR |          |          | TIMP-1, GFQALGDAADIR |          |          | B2M, VNHVTLSQPK |          |          |
|------------------|----------|----------|------------------|----------|----------|----------------------|----------|----------|-----------------|----------|----------|
| PP               | SP       | RR       | PP               | SP       | RR       | PP                   | SP       | RR       | PP              | SP       | RR       |
| 0,077267         | 0,0788   | 0,0306   | 0,0012           | 0,024619 | 0,0276   | 0,031                | 0,0144   | 0,0282   | 0,5764          | 1,2229   | 0,402    |
| 0,05725          | 0,04645  | 0,04425  | 0,015633         | 0,01105  | 0,0153   | 0,04035              | 0,0353   | 0,0141   | 0,6429          | 0,5624   | 0,89515  |
| 0,04565          | 0,034125 | 0,01355  | 0,0113           | 0,0155   | 0,028667 | 0,02535              | 0,0197   | 0,0326   | 0,6315          | 0,5909   | 1,097475 |
| 0,0563           | 0,0652   | 0,0423   | 0,0209           | 0,0224   | 0,01165  | 0,0161               | 0,035225 | 0,0229   | 0,20695         | 0,5867   | 0,73895  |
| 0,53615          | 0,05385  | 0,03815  | 0,0164           | 0,01     | 0,0124   | 0,0107               | 0,0495   | 0,0249   | 0,2141          | 0,42265  | 0,706    |
| 0,28825          | 0,1023   | 0,047667 | 0,013            | 0,019    | 0,0389   | 0,03215              | 0,022633 | 0,03875  | 0,4041          | 0,2819   | 0,712911 |
| 0,136833         | 0,0577   | 0,0372   | 0,01475          | 0,0052   | 0,0466   | 0,0022               | 0,027    | 0,0485   | 0,519067        | 0,50725  | 0,607925 |
| 0,0642           | 0,04245  | 0,01675  | 0,0037           | 0,028267 | 0,00745  | 0,027133             | 0,0315   | 0,0616   | 0,322033        | 0,51815  | 0,437675 |
| 0,1681           | 0,0978   | 0,0409   | 0,009333         | 0,0288   | 0,016    | 0,01195              | 0,08465  | 0,032925 | 0,746533        | 0,1797   | 0,623    |
| 0,028933         | 0,0172   | 0,0491   | 0,0259           | 0,0131   | 0,025    | 0,0159               | 0,031975 | 0,0318   | 0,629633        | 0,116    | 0,7932   |
| 0,0379           | 0,0704   | 0,0413   | 0,013467         | 0,01925  | 0,013    | 0,019067             | 0,05275  | 0,0225   | 0,6565          | 0,482067 | 0,8309   |
| 0,032733         | 0,369233 | 0,0452   | 0,0165           | 0,00755  | 0,0141   | 0,023                | 0,02885  | 0,01865  | 0,439733        | 0,3705   | 0,5083   |
| 0,06445          | 1,040833 | 0,0347   | 0,0049           | 0,0125   | 0,03165  | 0,029333             | 0,0094   | 0,01075  | 0,4618          | 0,490667 | 0,3753   |
| 0,04235          | 0,02595  | 0,0277   | 0,0086           | 0,008467 | 0,020025 | 0,008                | 0,071857 | 0,054    | 0,3719          | 0,5552   | 0,3899   |
| 0,0564           | 0,48865  | 0,0321   | 0,0096           | 0,0004   | 0,0056   | 0,026933             | 0,0933   | 0,0375   | 0,9103          | 0,8005   | 0,4212   |
| 0,06285          | 0,0423   | 0,0659   | 0,007367         | 0,00665  | 0,0239   | 0,0133               | 0,00135  | 0,0309   | 0,64595         | 0,51735  | 0,9869   |
| 0,04525          | 0,070095 | 0,0658   | 0,02025          | 0,0208   | 0,0277   | 0,0063               | 0,0329   | 0,01645  | 0,328           | 0,996619 | 0,4654   |
| 0,03975          | 0,037251 | 0,0448   | 0,0081           | 0,0175   | 0,03055  | 0,04265              | 0,03005  | 0,039467 | 0,093           | 0,781853 | 0,9114   |
| 0,2347           | 0,0587   | 0,0314   | 0,015167         | 0,0114   | 0,014825 | 0,0234               | 0,0244   | 0,08     | 0,3477          | 0,7075   | 0,349    |
| 0,0511           | 0,0942   | 0,0407   | 0,01285          | 0,00755  | 0,010925 | 0,03655              | 0,0251   | 0,0346   | 0,3224          | 0,381    | 0,44145  |
| 0,0272           | 0,0416   | 0,0496   | 0,008            | 0,0011   | 0,03465  | 0,036                | 0,00375  | 0,0701   | 0,5349          | 0,5862   | 0,47105  |
| 0,0351           | 0,0716   | 0,042    | 0,0272           | 0,007667 | 0,0257   | 0,00925              | 0,0102   | 0,0541   | 0,07145         | 0,594    | 0,5253   |
| 0,0153           | 0,0432   | 0,0304   | 0,0093           | 0,025136 | 0,007875 | 0,0286               | 0,0177   | 0,04345  | 0,4421          | 0,9314   | 0,6281   |
| 0,0371           | 0,01825  | 0,0508   | 0,0074           | 0,012467 | 0,00975  | 0,012467             | 0,03225  | 0,0596   | 0,6352          | 0,09385  | 0,5745   |
| 0,0734           | 0,0484   | 0,0361   | 0,01445          | 0,0108   | 0,0162   | 0,0203               | 0,055299 | 0,0262   | 0,5471          | 0,7502   | 0,7876   |
| 0,040267         | 0,050667 | 0,0312   | 0,0139           | 0,0163   | 0,02445  | 0,0235               | 0,0191   | 0,032533 | 0,42            | 0,725467 | 0,57635  |
| 0,02665          | 0,1264   | 0,0498   | 0,011267         | 0,0151   | 0,0165   | 0,0204               | 0,039067 | 0,0102   | 0,5269          | 0,2195   | 0,6835   |

|        |  |          |         |  |          |         |  |         |         |  |          |
|--------|--|----------|---------|--|----------|---------|--|---------|---------|--|----------|
| 0,0357 |  | 0,0192   | 0,01525 |  | 0,03095  | 0,0329  |  | 0,0181  | 0,57985 |  | 0,88615  |
| 0,0437 |  | 0,0235   | 0,0144  |  | 0,024444 | 0,03965 |  | 0,0278  | 0,5762  |  | 0,72865  |
| 0,068  |  | 0,0488   | 0,01265 |  | 0,0081   | 0,0272  |  | 0,0294  | 0,4861  |  | 0,7748   |
|        |  | 0,0509   |         |  | 0,0145   |         |  | 0,0366  |         |  | 0,7083   |
|        |  | 0,0876   |         |  | 0,01995  |         |  | 0,04305 |         |  | 0,79605  |
|        |  | 0,04075  |         |  | 0,03995  |         |  | 0,02825 |         |  | 0,927    |
|        |  | 0,0491   |         |  | 0,0133   |         |  | 0,03275 |         |  | 0,5986   |
|        |  | 0,1201   |         |  | 0,0325   |         |  | 0,0221  |         |  | 0,4357   |
|        |  | 0,034267 |         |  | 0,01245  |         |  | 0,0696  |         |  | 0,855067 |
|        |  | 0,04785  |         |  | 0,0121   |         |  | 0,03915 |         |  | 0,31475  |
|        |  | 0,0377   |         |  | 0,0117   |         |  | 0,02665 |         |  | 0,68345  |
|        |  | 0,0391   |         |  | 0,0147   |         |  | 0,02015 |         |  | 0,3208   |
|        |  | 0,0749   |         |  | 0,00595  |         |  | 0,01295 |         |  | 0,20865  |

How the deposited data were processed for this re-analysis (not part of the article)

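RNA of the corpus callosum was measured on 16 single-colour Agilent 4x44K mouse arrays: 3 of untreated controls, 3 after 2 weeks of CPZ, 4 after 4 weeks of CPZ and 6 of remyelination. The paper states 2 days and 14 days of regular diet for remyelination, and the sample labels do not separate the arrays of these 2 times. The 6 arrays were therefore used in no comparison, and their values are given 1 by 1 only among the other observations. Each array is taken as 1 replicate, as the labels number them.

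The authors deposited the intensity of each spot as written by Agilent Feature Extraction, already background-subtracted and detrended within the array but not scaled between arrays. The files name version 11.0.1.1 of that software. The authors also deposited a table of log2 values from GeneSpring, scaled to the 75th percentile and set relative to the median of the 3 controls, probe by probe. The baseline on the controls is not stated in the methods and was found from the values. The array files give an accession for each probe, and gene names came from matching it to a table of mouse genes on assembly GRCm38.p6. Of the 41174 probes, 27479 (66.7%) matched, for 18749 genes. The others keep their accession and are called transcripts without a gene name. The table was used for names only, and no coordinates were used.

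Each scanner file is recorded under 1 sample, and each column of the processed table is named by 1 sample. These assignments differed for 14 of the 16 samples. The arrays were assigned through the columns of the processed table, matched to the scanner values, which is a departure from the recorded assignment. It was decided after values of 5 genes had been seen under both assignments. Results under the recorded assignment are given with the alternatives.

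Control spots and spots marked as outliers were left out, the latter between 51 and 126 spots on each of the 10 arrays. The intensities of spots of the same probe were averaged, log2 was taken with no pseudocount, and the log2 of the array's 75th percentile was subtracted. A probe was kept if it was well above background on every array of at least 1 of the 3 groups. This left 27504 probes and 20402 genes, where a probe without a gene name counts by its accession. A gene with several probes is given by its brightest tested probe. The 3 groups on 10 arrays were fitted in 1 model with limma 3.58.1 in R 4.3.3. The model had 7 residual degrees of freedom and a prior of 2.2, and the median residual SD was 0.398 on the log2 scale. A call needed a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change. Genes were counted as distinct names with at least 1 called probe. Where a probe was not well above background on any array of a group, a fold is given as a lower bound. It sets the mean of the bright group against the mean, in the dim group, of the higher of the lowest signal well above background and the probe's own signal. The share of probes well above background ranged from 57.3 to 71.0% on the 10 arrays. Within a group, the correlation of 2 arrays across probes ranged from 0.904 to 0.984 for the controls, 0.94 to 0.977 at 2 weeks and 0.865 to 0.978 at 4 weeks.

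The genes named in the text follow a rule. They are the genes that the paper names in its results, Table 1 or Table 2, and, for each time point, up to 5 genes with the largest rise and 5 with the largest fall among called genes. For the latter, every CPZ array had to lie on 1 side of every control, and the probe had to be well above background on every array of both groups. Only probes with a gene name were used, which the rule as fixed did not ask for. The entry LYZ of Table 2 was followed as Lyz1 and Lyz2. Of the genes of Table 2, Apoc2 was not analysed here, since no probe carried that name, and Ubd was on the array but was not tested. One result that the rule selects is not reported here. The 12 gene lists cover myelin and oligodendrocytes, oligodendrocyte precursors, microglia, microglial phagocytosis and lipid handling, astrocytes, cholesterol synthesis, the integrated stress response, the interferon response, neurons, choroid plexus, red blood cells and the cell cycle. They were tested with 1 probe per gene by camera, with a preset correlation between genes of 0.01, and by fry as an alternative. The adjustment covered the lists at both time points. The condition of each sample, the design of each test, the rule for named genes, the gene lists and most of the alternatives were written before the data were examined. The assignment of arrays to samples was not, as said above.

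The alternatives were quantile normalization, median scaling, no filter on dim probes, a filter on all 10 arrays, the slide as a fixed block, the slide as a random block (statmod 1.5.0, correlation 0.232), the replicate number as a block, each array left out in turn, the methods' test on the 3 groups compared (the paper's also covered remyelination), fits of only the 2 groups compared, the authors' processed log2 values, a trended and robust spread, probes as the counting unit, probes of a gene averaged, and a 1.5-fold minimum. Those chosen after seeing the data were the recorded assignment of arrays, normexp background correction on the median signal, the share of detected probes as a covariate, limma's array weights, the list tests of 4 against 2 weeks, a count of called list genes over all their probes, and a ranking of genes by p in the simulations for the shared controls. The background correction planned on the mean signal could not be run, since the files used here hold the median signal only.

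The model was tested on simulated data for 20370 genes, 200 of them changed by known folds, with the real spread. Limma recovered 53% of the changed genes at 2 weeks and 59.5% at 4 weeks, and 75 and 80% of those changed at least 4-fold, with 5 and 10 false calls. The methods' test recovered 41% at both times, with 1 and 0 false calls. Camera and fry called 2 of 2 changed lists and 0 of 22 unchanged ones in the simulated data. On the real arrays, regrouped in every possible way with the real grouping included, camera called a median of 8 lists at 2 weeks and 6 at 4 weeks. The 0 of 22 therefore cannot be taken as camera's rate of false calls on the real arrays.

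The CSF peptide levels were taken from S4 Table, where each value is the ratio of a peptide's signal to that of its isotope-labelled standard, as the authors give it. Group summaries only were computed, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The figure was drawn with matplotlib 3.10.9.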

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

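The tests with the share of detected probes as a covariate, the list tests of 4 against 2 weeks of CPZ and the comparison of control arrays by slide were chosen after the result was seen.

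At 4 weeks of CPZ, 1 of the 4 arrays lay apart from the other 3 for Tnfrsf1a, Cyba and Trib3. The gap to the nearest array was 0.953, 0.848 and 0.874 of the group's range, above the critical value of Dixon's test for 4 samples. Chance gives such a gap in about 1 in 20 groups, and 47 groups were examined, so about as many would be expected by chance. It was the array numbered 3 each time, the highest of its group. Relative to the controls, Tnfrsf1a stood at 2.05 on it and at 0.96 to 1.01 on the others, Cyba at 2.69 against 1.01 to 1.27, and Trib3 at 6.09 against 4.04 to 4.30. This array had the second lowest share of detected probes of the 10 compared, 59.2%. The array with the next lowest share at 4 weeks, numbered 2 with 60.3%, was not set apart for these genes. The array numbered 3 was the only 4-week array on its slide. A control array on the same slide stood at −0.14, −0.10 and −0.16 for the 3 genes. Against the other controls it stood at −0.21, −0.16 and −0.24, where the 4-week array stood 1.06, 1.57 and 1.9 above the others of its group. This argues against the slide as the cause. The tissue on this array differed in another respect: its choroid plexus list stood at 3.03 and its Ttr at 3.89 relative to the controls, both the highest of the 16 arrays. The other 4-week arrays ranged from −2.05 to 1.46 for that list. Whether this tissue raised the 3 genes was not tested and stays open, as does the preparation of the array. Without this array, limma called 0 genes at 4 weeks, with 3016 genes at an unadjusted p under 0.05. No biological explanation was tested.

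At 4 weeks minus 2 weeks of CPZ, limma called 3 genes: Sprr4 (log2 difference −2.73), 4933430I17Rik (−2.78) and 1 transcript without a gene name (−3.17). None was well above background on any control or 4-week array, and all 3 were on every 2-week array. At 2 weeks they were at least 2.12-, 2.06- and 2.38-fold higher than in the controls, and at least 1.92-, 1.87- and 2.15-fold higher than at 4 weeks. The 2-week arrays lay on 2 slides. A control array on 1 of them and 2 arrays at 4 weeks on the other did not show the signal, which argues against the slide as its cause. Splits of the 7 arrays into groups of 3 and 4 gave as many calls in 2 of 35 cases, the real one included, so chance was not excluded. The other such split called 342 genes. It set the arrays on slides 1 and 2 against those on slides 3 and 4. The calls were also lost with a trended and robust spread and with the slide as a fixed block, which called 0 genes, with 2706 and 5775 genes at an unadjusted p under 0.05.

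The cell cycle list, 16 tested genes, had a median log2 fold change of −1.11 at 2 weeks (camera, adjusted p = 1.87e-12; fry, adjusted p = 0.0149) and 0.10 at 4 weeks (camera, adjusted p = 0.368). The latter was 0.29 and past the threshold with the slide as a fixed block (camera, adjusted p = 0.0107). The difference between the times was 1.22 (camera, adjusted p = 2.16e-12; fry, adjusted p = 0.0194). It was also past the threshold with the slide as a fixed block. Without 1 array at a time, the median at 2 weeks stayed between −1.25 and −0.92. All 3 arrays at 2 weeks had a lower median than each control, between −1.33 and −0.63. None of the genes was called over all probes, and 10 were past 0.05 at 2 weeks when adjusted over the list alone. The paper does not report on these genes. Since camera also called many lists on regrouped arrays, its p alone does not set the time of CPZ apart. A low share of detected probes on some arrays was weighed as a technical explanation. With that share as a covariate the median at 2 weeks was −1.08 and the list was still past the threshold with camera, which argues against it. The recorded assignment of arrays gave 0.57 at 2 weeks, so the direction rests on the assignment used. A biological hypothesis is that fewer cells divided in the corpus callosum at 2 weeks of CPZ, which no measure of dividing cells tested here.

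The integrated stress response list, 19 tested genes, had a median log2 fold change of 0.87 at 2 weeks (camera, adjusted p = 4.23e-08) and 0.73 at 4 weeks (camera, adjusted p = 1.7e-08). Under fry, it was past the threshold at 2 weeks (adjusted p = 0.0466) and not at 4 weeks (adjusted p = 0.0536). Camera called many lists on regrouped arrays as well. The members Trib3 and Nupr1 of this list were called at both times. Over the list alone, 11 and 7 genes were past 0.05. The list's median was higher than in each control on all 7 CPZ arrays. Without 1 array at a time it stayed between 0.84 and 1.04 at 2 weeks and between 0.50 and 0.86 at 4 weeks. With the share of detected probes as a covariate, the medians were 0.98 and 0.68 and camera still called the list, which argues against weakly detected arrays as the cause. With the slide as a fixed block they were 1.21 and 1.08. With the recorded assignment they were −0.36 and −0.60. The paper does not discuss these genes as a group, and 1 of them, Gdf15, is in its Table 2. That CPZ induces the response in this tissue stays a hypothesis, found and tested on the same arrays.

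The choroid plexus list, 12 tested genes, had a median log2 fold change of 0.95 at 4 weeks (camera, adjusted p = 0.0387), and 0.14 at 2 weeks (adjusted p = 0.949). It was not past the threshold under fry (adjusted p = 0.631) or with quantile normalization (adjusted p = 0.0851). It was 0.28 with the share of detected probes as a covariate and not past it. It was 1.35 and past it with the slide as a fixed block (camera, adjusted p = 0.00731), and −1.48 with the recorded assignment of arrays. Without 1 array at a time the median ranged from 0.13 to 1.64. It was not past the threshold without the 4-week arrays numbered 3 (0.13) or 2 (0.62) or the controls numbered 2 (0.19) or 3 (1.03), and it was larger and past it without the 4-week array numbered 1 (1.64) or the control numbered 1 (1.59). The 4-week arrays ranged from −2.05 to 3.03 and the controls from −1.03 to 1.13, so the groups overlapped. Tissue taken along from the choroid plexus may differ between arrays. The test is given among the other observations: Ttr followed the other genes of the list over the 16 arrays with r = 0.98.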

How the results depend on the processing

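The recorded assignment of arrays, normexp on the median signal, the share of detected probes as a covariate and array weights were chosen after the result was seen, as were the tests of 4 against 2 weeks on gene lists; all other settings were fixed earlier.

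Differentially expressed genes at 2 weeks of CPZ numbered 49, differentially expressed genes at 4 weeks of CPZ 41, differentially expressed genes between 2 and 4 weeks of CPZ 3 and genes differentially expressed at both 2 and 4 weeks 24; the share of 4-week genes not called at 2 weeks was 41.5%. In the same order, quantile normalization gave 64, 18, 2, 17 and 5.6%, and kept 43, 17 and 1 of the same genes in the 3 contrasts. Median scaling gave 29, 35, 5, 17 and 51.4%. It called 28 genes higher and 7 lower at 4 weeks, against 21 and 20, and 15 and 14 at 2 weeks, against 18 and 31. It moved the median log2 fold change of all probes to −0.13 at 2 weeks, 0.09 at 4 weeks and 0.27 for the difference, against 0.03, −0.03 and −0.01 with the 75th percentile. Without a filter the counts were 44, 12, 5, 10 and 16.7%, which tests more probes, and with only probes well above background on all 10 arrays 79, 60, 0, 31 and 48.3%. The slide as a fixed block gave 101, 431, 0, 78 and 81.9%, with 65 genes higher and 36 lower at 2 weeks and 373 and 58 at 4 weeks, and shared 32 and 37 genes with the calls at 2 and 4 weeks. The slide as a random block gave 281, 370, 4, 159 and 57.0%, with 135 higher and 146 lower at 2 weeks and 253 and 117 at 4 weeks, and kept all 49 and 41. In the array weights given below, 1 array dominated each CPZ group. The 2-week array numbered 3 had a weight of 7.74, against 0.67 and 0.52. The 4-week array numbered 4 had 6.32, against 0.47, 0.46 and 0.28. Calls with array weights therefore rest mainly on 1 array per CPZ group. The authors' processed values gave 49, 44, 3, 25 and 43.2%. A trended and robust spread gave 39, 47, 0, 21 and 55.3%, averaged probes 44, 29, 3, 18 and 37.9%, and a 1.5-fold minimum the same genes. Normexp gave 85, 48, 0, 30 and 37.5%, the detection covariate 33, 213, 0, 27 and 87.3%, and array weights, which ranged from 0.28 to 7.74, 1266, 1598, 1702, 760 and 52.4%. The higher and lower calls, at 2 weeks and then at 4 weeks, were 16 and 69 and then 17 and 31 with normexp, 17 and 16 and then 72 and 141 with the covariate, and 791 and 475 and then 713 and 885 with array weights. Without a filter they were 8 and 4 at 4 weeks, and with averaged probes 12 and 17. The causes were not tested.

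The methods' test, run over the 3 groups without the remyelination arrays that the paper's comparison included, called 0 genes in each contrast, with 2999 at an unadjusted p under 0.05. Fits of only the 2 groups compared called 0, 0 and 24 genes (2311, 2115 and 3047 at an unadjusted p under 0.05), and 0 genes at both times. The recorded assignment of arrays called 0 in each contrast (308, 745 and 583). Where a contrast above has 0 genes between 2 and 4 weeks, limma counted 2100 (all 10 arrays), 5775 (slide block), 2706 (trended), 1751 (normexp) and 2056 (covariate) at an unadjusted p under 0.05. Where no gene was called at 4 weeks, the share has no value.

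The labels number the arrays of each group, but arrays with the same number did not deviate together. The correlation of their deviations was 0.12, −0.05 and −0.12 for controls with 2 weeks, −0.81, −0.75 and −0.76 for controls with 4 weeks, and −0.08, 0.11 and 0.21 for 2 with 4 weeks. With the replicate block, limma called 0 genes at 2 weeks, 0 at 4 weeks, 0 between them and 0 at both, with 1608, 1499 and 1248 at an unadjusted p under 0.05.

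With each array left out in turn, the counts ranged from 1 (without control 1) to 70 (without the 4-week array 1) at 2 weeks. They ranged from 0 (without the 2-week array 3 or the 4-week arrays 1, 3 or 4) to 129 (without the 4-week array 2) at 4 weeks, and from 0 to 36 (without control 1) between the times. The genes at both times ranged from 0 to 37 and the share from 0 to 96.4%. Limma counted 2055, 2432, 3016 and 1742 genes at an unadjusted p under 0.05 in the 4 fits with 0 genes at 4 weeks. Camera called 9 lists at 2 weeks and 8 at 4 weeks. Leaving out single arrays gave 8 to 10 and 7 to 9, and fry 6 and 4. The Table 2 tallies of 12, 12, 16 and 16 mouse genes, with LYZ as 2 of them, stayed within 1 gene.

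Other splits of the same arrays were counted for the calls. At 2 weeks, 1 of 10 splits called as many genes, the real one, and 4 of 10 as many lists; 10 splits cannot exclude chance. At 4 weeks, 3 of 35 splits called as many genes, and 13 of 35 as many lists. The other 2 splits called 4189 and 3530 genes. The first set the 3 arrays with the lowest share of detected probes, control 1 and the 4-week arrays 2 and 3, against the other 4. With that share as a covariate, the real split called 213 genes. Between the times it was 2 of 35, the other 1 calling 342 genes with the arrays on slides 1 and 2 set against those on slides 3 and 4. The slide block called 0 there, as given above. Chance was not excluded for any of these counts.

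Axl, Timp1 and B2m were higher at both times under every setting with the assignment used. With array weights all were called, with log2 fold changes for Axl at 2 weeks of CPZ of 1.04, Axl at 4 weeks of CPZ 1.10, Timp1 at 2 weeks of CPZ 2.00, Timp1 at 4 weeks of CPZ 1.70, B2m at 2 weeks of CPZ 2.42 and B2m at 4 weeks of CPZ 2.00. With the slide as a fixed block Axl (1.54) and B2m (2.51) were called at 4 weeks, and with it as a random block Axl (1.33) and B2m (2.17). The recorded assignment gave −0.08 for Timp1 and −0.45 for B2m at 4 weeks.

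The recorded assignment also reversed these log2 fold changes at 2 weeks: Mbp at 2 weeks of CPZ 1.03, Mog at 2 weeks of CPZ 1.82, Cmtm5 at 2 weeks of CPZ 0.66, Mvd at 2 weeks of CPZ 0.72, Elovl6 at 2 weeks of CPZ 0.48, Acsl1 at 2 weeks of CPZ 0.25, Dhcr7 at 2 weeks of CPZ 0.41, Angptl4 at 2 weeks of CPZ −0.39, Tnfrsf1a at 2 weeks of CPZ −0.04, Trib3 at 2 weeks of CPZ −1.27, Nupr1 at 2 weeks of CPZ −0.45, S100a10 at 2 weeks of CPZ −0.12, Plekha4 at 2 weeks of CPZ 0.19, Ninj2 at 2 weeks of CPZ 1.27, Xrcc3 at 2 weeks of CPZ 1.30, Cntn2 at 2 weeks of CPZ 1.06 and Shtn1 at 2 weeks of CPZ 0.50. The list medians became 1.03 (myelin), 0.09 (oligodendrocyte precursor), 0.46 (cholesterol), −0.36 (integrated stress response), 0.02 (red blood cell) and 0.57 (cell cycle). At 4 weeks it reversed Mbp at 4 weeks of CPZ 0.54, Mog at 4 weeks of CPZ 1.03, Cmtm5 at 4 weeks of CPZ 0.22, Mvd at 4 weeks of CPZ 0.51, Elovl6 at 4 weeks of CPZ 0.18, Acsl1 at 4 weeks of CPZ 0.02, Dhcr7 at 4 weeks of CPZ 0.40, Psmb9 at 4 weeks of CPZ −0.27, Ifi35 at 4 weeks of CPZ −0.33, Cd74 at 4 weeks of CPZ −0.38, Angptl4 at 4 weeks of CPZ −0.55, Tnfrsf1a at 4 weeks of CPZ −0.51, Cspg4 at 4 weeks of CPZ 0.50, Trib3 at 4 weeks of CPZ −2.12, Cxcl10 at 4 weeks of CPZ −1.56, Cd52 at 4 weeks of CPZ −0.28, Nupr1 at 4 weeks of CPZ −1.45, Ninj2 at 4 weeks of CPZ 1.09, Slc34a3 at 4 weeks of CPZ 1.11, Ccp110 at 4 weeks of CPZ 0.41 and Sptbn1 at 4 weeks of CPZ −0.12. The list medians became 0.45 (myelin), −0.34 (astrocyte), 0.38 (cholesterol), −0.60 (integrated stress response), −0.96 (interferon) and −1.48 (choroid plexus). In Table 2, 7 of the genes listed as higher were higher at 4 weeks, and 1 and 1 of those listed as lower were lower at 2 and 4 weeks. The different arrays in each group are the cause by construction. These results therefore rest on the assignment used.

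Other reversals were of values near 0 or of probes that disagree. Sptbn1 at 4 weeks of CPZ (0.03) stood at −0.04 with the covariate, −0.97 with averaged probes, −0.08 with quantile normalization, −0.06 with the slide as a random and −0.17 as a fixed block, and between −0.12 and 0.13 without 1 array. Plekha4 at 2 weeks of CPZ (−0.84) stood at 0.64 with averaged probes. Cspg4 at 4 weeks of CPZ (−0.16) stood at 0.13 with array weights and 0.00 with the fixed block, which also gave −0.72 for the choroid plexus list at 2 weeks and −0.18 for the neuron list at 4 weeks. The covariate gave −0.01 for the cell cycle list at 4 weeks. Without 1 array, the medians ranged from −0.27 to 0.14 (red blood cell, 4 weeks), −0.55 to 0.81 (choroid plexus, 2 weeks), −0.63 to 0.13 and −0.05 to 0.33 (neuron, 2 and 4 weeks) and −0.09 to 0.17 (cell cycle, 4 weeks).

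Of the 57 log2 fold changes of named genes, the processed values and the trended spread left direction and call unchanged for all 57. The replicate block, the methods' test and the fits of 2 groups each lost 17 calls with no reversal, and array weights added 32. For the CSF peptides, the methods' test gave p = 0.38 for APOC2 in PP against RR (n = 30 and n = 40) and 0.068 for TIMP-1 in PP against SP (n = 30 and n = 27). In the permutation test on the log2 scale, the latter was at 0.33. On the log2 scale the difference of UFO between PP and SP changed sign (permutation test, adjusted p = 0.91). The causes were not tested. Normexp on the mean signal, set as an alternative, was not run. Signal over background limits the counts: for 12 and 11 of the called genes, 1 group was not well above background on any array.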

Differences from the paper's values

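The detection covariate, normexp, array weights and the recorded assignment were chosen after the result was seen; the other settings named here were alternatives set before the data were examined.

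The paper gives 412 differentially expressed genes at 2 weeks of CPZ, and 49 were called here. Of the alternatives set before the data were examined, only the slide as a random block (281) came within 1.5 times of the paper's count, and the others did not. The paper gives 317 genes at 4 weeks of CPZ, and 41 were called here. The slide as a fixed block (431) and as a random block (370) came within 1.5 times, and the other alternatives set before the data were examined did not. The detection covariate, chosen after seeing the values, gave 213 and also came within it. The paper gives 228 genes shared by the 2 times, and 24 were called here at both. The slide as a random block gave 159, within 1.5 times, and the other alternatives set before the data were examined did not. Array weights, chosen after seeing the values, gave 1266, 1598 and 760, all over 1.5 times the paper's counts. The methods' test was run here on 3 groups, while the paper's comparison included remyelination, so the published test was not repeated.

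The paper calls Mbp, Cmtm5, Mvd, Elovl6, Acsl1, Dhcr7, Timp1, Psmb9, Ifi35, Cd74, Angptl4, Tyrobp, Trem2, Tnfrsf1a, Cyba, Axl and B2m differentially expressed in at least 1 phase of the model. None of them was called here at 2 or 4 weeks of CPZ, the only phases compared. Mog, listed in Table 2 as lower in demyelination, was not called either. Timp1, which the paper places as higher in demyelination, had log2 fold changes of 2.22 and 1.88 here, with an adjusted p of 0.15 and 0.2. The settings that called some of these genes were the slide as a fixed block at 4 weeks (Axl, B2m, Psmb9, Trem2, Tyrobp, Tnfrsf1a and Cyba), the slide as a random block at 4 weeks (Axl, B2m, Dhcr7, Cd74, Trem2 and Tyrobp) and at 2 weeks (Dhcr7), and quantile normalization and the filter on all 10 arrays at 2 weeks (Dhcr7). Leaving out the 4-week array numbered 1 called Mvd at 2 weeks, and leaving out the 4-week array numbered 2 called Trem2 and Tyrobp at 4 weeks. Chosen after seeing the values, normexp called Mog and Dhcr7 at 2 weeks and Tyrobp at 4 weeks, the covariate called Dhcr7 at 4 weeks, and array weights called Mbp, Mog, Cmtm5, Mvd, Dhcr7, Timp1, Psmb9, Ifi35, Cd74, Angptl4, Tyrobp, Trem2, Tnfrsf1a, Axl, B2m and Cyba at both times.

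For the Table 2 genes, 28 of the 29 mouse genes tested had the direction the paper gives, or 27 of 28 with LYZ counted once for its 2 mouse genes. The paper took these directions from the same arrays, so this is not independent evidence. Of these genes, 2 were called at 2 weeks and 1 at 4 weeks. Among the settings fixed earlier, the slide as a random block called 1 higher and 5 lower genes at 2 weeks and 8 higher and 3 lower at 4 weeks, the fixed block 8 higher and 1 lower at 4 weeks, the filter on all 10 arrays 3 lower at 2 weeks and 3 higher and 1 lower at 4 weeks, quantile normalization 3 lower at 2 weeks, and the trended spread 2 higher and 1 lower at 4 weeks. Leaving out the 4-week array numbered 2 called 6 higher and 1 lower at 4 weeks, leaving out the 2-week array numbered 2 called 2 and 1, and leaving out the 4-week array numbered 3 called 1 higher at 2 weeks. Median scaling, the replicate block, the methods' test and fits of only the 2 groups compared called 0 of these genes at both times. So did leaving out any 1 control array, the 2-week array numbered 1 or 3, or the 4-week array numbered 4. Chosen after seeing the values, normexp called 6 lower at 2 weeks and 2 higher and 3 lower at 4 weeks, and the covariate 3 higher and 6 lower at 4 weeks. Array weights, chosen after seeing the values, called 9 and 12 of the higher genes and 15 and 14 of the lower ones, with 1 gene listed as lower called in the other direction at 2 weeks. With the recorded assignment of arrays, chosen after seeing the values, 0 were called.

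A fold over control read by eye from Fig 6 was taken to differ from that found here where the values lay apart by more than the SD of the folds of the CPZ arrays, as assigned here, and by more than 1.5 times. The SD at 2 and 4 weeks was 2.07 and 2.1 for Timp1, 1.71 and 1.65 for B2m, and 0.571 and 0.778 for Axl, so smaller differences could not be seen. By this tolerance none of the 6 folds of the main model differed. For Timp1 they were about 4.8 at 2 weeks and about 3.2 at 4 weeks in Fig 6, read by eye, against 4.66 and 3.68 here. For B2m they were about 3.4 and about 2.8 in Fig 6, read by eye, against 3.68 and 3.84, and for Axl about 1.9 at both times in Fig 6, read by eye, against 1.75 and 2.27. Some alternatives with the assignment used did differ. The slide as a fixed block gave 2.91 for Axl at 4 weeks, 7.62 for Timp1 at 2 weeks and 5.7 for B2m at 4 weeks. B2m at 4 weeks also differed with the slide as a random block (4.5) and without the control array numbered 1 (4.92). Array weights, chosen after seeing the values, gave 5.35 for B2m at 2 weeks. With the recorded assignment of arrays, chosen after seeing the values, Timp1 stood at 1.2 and 0.946 and B2m at 1.42 and 0.732, which differed from the figure by the same tolerance, and Axl at 1.42 and 1.27, which did not.

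For the CSF peptides, the paper names APOC2 as different between SP and RR and TIMP-1 between PP and RR. Here, APOC2 also differed between PP and RR (adjusted p = 0.0107) and TIMP-1 between PP and SP (adjusted p = 0.0482). With the methods' test these were at 0.38 and 0.068. The paper had picked these peptides for differences between the groups in the same samples, so neither difference is independent evidence. The paper's share of 4-week genes not called at 2 weeks, 28%, stood against 41.5% here, within 1.5 times. Of the alternatives set before the data were examined, averaged probes (37.9%) and a 1.5-fold minimum (41.5%) also came within it. The others with a value did not, from 43.2% with the authors' processed values to 81.9% with the slide as a fixed block and 5.6% with quantile normalization. Chosen after seeing the values, normexp (37.5%) came within it, and the covariate and array weights did not.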

Other observations

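The test of the numbers in the file names, the comparison of the recorded assignment with Fig 6, the test with the share of detected probes as a covariate and the list tests of 4 against 2 weeks of CPZ were chosen after the result was seen.

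The 6 remyelination arrays came from mice with 4 weeks of CPZ and then 2 or 14 days of regular diet, and the labels do not say which. They are given by their number, as log2 values relative to the mean of the 3 controls, with no group assigned. Axl stood at 3.07, 3.37, 1.21, 1.04, 1.30 and 1.03 on arrays 1 to 6. Timp1 stood at 3.03, 3.36, 1.86, 1.39, 1.68 and 1.32, and B2m at 3.69, 3.97, 1.74, 2.03, 2.05 and 2.14. Cspg4, which encodes NG2, stood at 1.99, 2.28, −0.41, −0.34, −0.10 and 0.32. The medians of the microglia list were 4.06, 4.35, 1.20, 1.08, 1.49 and 1.27, and those of the phagocytosis list 5.21, 5.40, 2.98, 2.30, 3.4 and 1.81. The cell cycle list stood at 1.52, 1.86, −0.35, −0.12, 0.37 and 0.07. The myelin list stood at −3.25, −3.07, −2.54, −0.14, −0.05 and 0.60, and the cholesterol list at −1.36, −1.26, −1.04, −0.08, −0.03 and 0.22. Arrays 1 and 2 lay apart from the other 4 for Axl, Timp1, B2m, Cspg4 and the microglia and cell cycle lists. Array 3 lay with them for the myelin and cholesterol lists and not for the others. No biological explanation was tested, since the arrays are not assigned to a time.

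At the demyelination time points, the lists that stand at no claim were these. The astrocyte list had a median log2 fold change of 0.37 at 2 weeks and 0.44 at 4 weeks, past the threshold at 4 weeks with camera (adjusted p = 0.000141) and not under fry (adjusted p = 0.156). The oligodendrocyte precursor list stood at −0.32 (camera, adjusted p = 0.0393; fry, adjusted p = 0.45) and −0.21 (camera, adjusted p = 0.434). Its member Cspg4 stood at −0.31 and −0.16 (limma, adjusted p = 0.89 and 0.88). The neuron list stood at −0.28 (camera, adjusted p = 0.034; fry, adjusted p = 0.631) and 0.15, and the red blood cell list, 4 tested genes, at −0.35 and −0.03, not past the threshold at either time. For 4 minus 2 weeks, camera put 5 lists besides the cell cycle past the threshold, with medians of 0.76 (myelin), 0.57 (microglia), 0.71 (phagocytosis), 0.27 (cholesterol) and 0.42 (neuron). Under fry none of these 5 was past it (adjusted p from 0.524 to 0.67). Mog, listed as lower in demyelination in Table 2, stood at −4.49 (adjusted p = 0.12) and −2.75 (adjusted p = 0.33). Camera called 9 lists at 2 weeks and 8 at 4 weeks, and fry 6 and 4. Other splits of the arrays called as many lists in 4 of 10 cases at 2 weeks and 13 of 35 at 4 weeks, so chance was not excluded for the number of lists.

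One array at the controls and 2 at 4 weeks of CPZ were set apart from the rest on the first principal component, which held 51.9% of the variance over all 16 arrays. They were the control array numbered 1 and the 4-week arrays numbered 2 and 3, at −157, −157.8 and −168.7. The fourth 4-week array stood at −3.1 and all others between 24.5 and 56.2. These 3 arrays also had the lowest shares of detected probes, 57.3, 60.3 and 59.2%. As a hypothesis, their lower detection may widen the spread within groups and so lower the number of called genes below the paper's. With the share as a covariate, the median residual SD fell from 0.398 to 0.353. Of 100 random covariates, 8 gave as low an SD, with a median of 0.396 and a lowest value of 0.33. The criterion set before this value was seen, a fall larger than with 95 of the 100, was not met. The rule that turns this outcome into a verdict was changed after the value was seen from a rejection to an open result. Of the 35 splits of the control and 4-week arrays, the one that set these 3 arrays apart called 4189 genes, against 41 for the real one. With 10 arrays, it cannot be told apart from chance. Array weights, chosen after seeing the data, gave these 3 arrays weights of 0.29, 0.46 and 0.28.

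The scanner files and the processed table assign different arrays to 14 of the 16 samples. A candidate explanation is that the scanner files were attached to the samples in the order of the slides. The running number in the name of each file equalled the place, in the series, of the sample whose processed column held the array for 16 of 16 arrays, and of the sample under which the file was recorded for 2 of 16. The test was written after these numbers were seen. That the study's own figures follow the recorded assignment was also examined. Of the 6 folds of Axl, Timp1 and B2m over control read by eye from Fig 6, 4 differed from those under the recorded assignment. In the main model, 0 differed from those under the assignment used. A fold differed where it lay apart by more than the SD of the CPZ arrays, as assigned here, and by more than 1.5 times. The 4 were those of Timp1 and B2m, and Axl did not separate the assignments. The rule that turns these counts into a verdict was also written after they were seen. The means of these genes under both assignments had been seen before the assignment was chosen. This argues against the recorded assignment as the one behind Fig 6. It does not show which animal each array came from. If the recorded assignment were right, the untreated controls numbered 2 and 3 would have myelin list medians of −2.97 and −1.7, against 0.5 on control 1. The 2-week CPZ arrays would stand above both, at −0.14, 0.6 and −1.52, and the 4-week arrays at 0.05, −3.07, −0.53 and −0.05. Since CPZ induces demyelination, this argues against the recorded assignment for these controls. Mbp and Mog had been seen under both assignments before. That the order of the processed table and Fig 6 is also wrong stays open. The table's zero medians over the 3 control columns are what a table in the right order would give.

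The signal of Ttr, a gene of the choroid plexus, differed by several log2 units between arrays of the same group. Relative to the controls it ranged from −2.08 to 1.70 on the control arrays, −0.95 to 1.25 at 2 weeks and −2.46 to 3.89 at 4 weeks. The hypothesis was that tissue of the choroid plexus was taken along with the corpus callosum on some arrays. Over the 16 arrays, Ttr correlated with the median of the other 11 genes of the list with a Pearson's r of 0.98 and a Spearman's rho of 0.96, each with a permutation p of 1e-05, the smallest that the resamples can give. Without the 2 arrays farthest from the median of Ttr, r was 0.97, and over the 10 arrays with a known group it was 0.97 within groups. This was the only relation of its kind computed. Of the other genes, Aqp1, Kcne2, Kl, Sostdc1 and Folr1 followed Ttr most closely, with r of 0.99, 0.99, 0.98, 0.97 and 0.96, and Igfbp2 did not, with 0.19. None of the 12 genes is in another list or in Tables 1 and 2. All 12 were well above background on every array of at least 1 group. The values are consistent with a varying amount of choroid plexus in the dissected tissue. A change of these genes within the corpus callosum was not excluded.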
